# Polo-Like Kinase 3 Appears Dispensable for Normal Retinal Development Despite Robust Embryonic Expression

**DOI:** 10.1371/journal.pone.0150878

**Published:** 2016-03-07

**Authors:** Jillian J. Goetz, Lauren A. Laboissonniere, Andrea K. Wester, Madison R. Lynch, Jeffrey M. Trimarchi

## Abstract

During retinogenesis seven different cell types are generated in distinct yet overlapping timepoints from a population of retinal progenitor cells. Previously, we performed single cell transcriptome analyses of retinal progenitor cells to identify candidate genes that may play roles in the generation of early-born retinal neurons. Based on its expression pattern in subsets of early retinal cells, polo-like kinase 3 (Plk3) was identified as one such candidate gene. Further characterization of Plk3 expression by *in situ* hybridization revealed that this gene is expressed as cells exit the cell cycle. We obtained a Plk3 deficient mouse and investigated changes in the retina’s morphology and transcriptome through immunohistochemistry, *in situ* hybridization and gene expression profiling. These experiments have been performed initially on adult mice and subsequently extended throughout retinal development. Although morphological studies revealed no consistent changes in retinogenesis upon Plk3 loss, microarray profiling revealed potential candidate genes altered in Plk3-KO mice. Further studies will be necessary to understand the connection between these changes in gene expression and the loss of a protein kinase such as Plk3.

## Introduction

Neural progenitor cells acquire their cell fates at particular times and places to ensure the right connections are formed in concert to generate an intricately functioning and responsive tissue. Although numerous environmental and cell-intrinsic factors have been shown to contribute to the fate decisions of neural progenitor cells, there are many players still to be identified [1]. Importantly, single-cell transcriptomic analyses have shown that cycling retinal progenitor cells exhibit extreme diversity in their expression of known transcription factors and markers of various cell processes [2]. However, the function of many of the dynamically expressed genes has not been studied and, therefore, the phenotypic repercussions of this gene expression heterogeneity are not understood. A better understanding of the effects on cell fate acquisition and retinal cell differentiation through gain and loss of function of these genes will greatly inform our knowledge of how a complex neural tissue is generated.

Central nervous system development can be modeled using the vertebrate retina due to its relative simplicity, laminar organization, and ease of isolation. The retina’s six major neural types are organized into three nuclear layers with rod and cone photoreceptors in the outer nuclear layer (ONL); horizontal, bipolar, and amacrine interneurons in the inner nuclear layer (INL); and retinal ganglion cells (RGCs) and displaced amacrine cells in the ganglion cell layer (GCL) [3]. The developmental timeline during which these cells are generated has been well-characterized and is common to all vertebrates, beginning with ganglion cells and other early-born cell types such as cone photoreceptors, horizontal cells, and amacrine cells and ending with the production of rod photoreceptors, bipolar cells, and Müller glia [4–7]. Clonal analyses have determined that retinal progenitors are multipotent, or capable of producing more than one type of retinal cell throughout development [8, 9]. While the exact mechanism by which dividing retinal progenitor cells assume a cell fate is not fully elucidated, studies of individual retinal progenitor cells did reveal considerable gene expression heterogeneity throughout the different stages of retinogenesis and identified many new genes with expression patterns that correlated with the generation of different retinal cells [2].

Math5 is a bHLH transcription factor expressed in retinal progenitor cells late in the cell cycle, when cell fates are most likely being acquired [10, 11]. In the mouse, a subset of early-generated retinal progenitor cells, including photoreceptors, amacrine cells, horizontal cells, and a majority of ganglion cells show a history of Math5 expression [10, 12–14]. Furthermore, Math5 and its homologues are necessary for ganglion cell generation and optic nerve formation in multiple vertebrates, including zebrafish and mice [15–17]. In addition, Math5 deficiency leads to altered proportions of other early retinal cells, indicating that this transcription factor is important in early retinal cell development [12, 13, 15, 16, 18, 19]. Given the critical and conserved expression of Math5 in early retinogenesis, we identified genes highly correlated with Math5 expression in the transcriptomes of single retinal progenitors and developing neurons isolated throughout retinogenesis (Trimarchi & Cepko, *in preparation*). Among the genes most highly correlated with Math5 expression in single retinal cells was Polo-like kinase 3 (Plk3).

The vertebrate polo-like kinases, much like their *Drosophila* homologue, Polo, can behave as key cell cycle regulators [20–22]. In mammalian cells, Polo-like kinase 1 (Plk1) plays the canonical role of controlling entry into M phase, whereas the precise roles of Plk2 and Plk3 are less clear [21]. While Plk3 expression has been detected throughout the cell cycle in cultured cells, peak Plk3 protein expression has been found to occur during the G1 phase of the cell cycle. Downregulation of Plk3 in these same cultured cells showed that this kinase is a key regulator of the G1 to S phase transition through post-transcriptional attenuation of Cyclin E, possibly in conjunction with its substrate, Cdc25A [20, 22, 23]. Additionally, Plk3 has been linked to the p53 pathway, possibly playing a role in cell cycle arrest and apoptosis [24]. Other studies, however, have pointed to possible roles for Plk2 and Plk3 outside of the cell cycle. For example, Plk2 and Plk3 have been linked to the integrity of hippocampal neurites and synaptic plasticity [25, 26]. Plk3 has also been shown to phosphorylate alpha- and beta-synuclein and along with other Plk family members it is often co-localized with phosphorylated synucleins [27]. Despite these glimpses into Plk3 function, there is no study that examines its specific role during the development of the retina.

To ascertain the function of Plk3 in retinal development we first characterized its expression, both in single retinal cells and on retinal sections. Contrary to previous findings in cultured cells, Plk3 is expressed primarily in newly postmitotic retinal cells throughout the early stages of retinogenesis, with its expression becoming undetectable by the time the animal is born. Furthermore, we obtained a Plk3-knockout (KO) mouse [23] to examine both the development of the retina and the mature retina in the absence of Plk3. However, extensive morphological analyses of mature and developing Plk3-KO mice revealed that loss of Plk3 does not lead to significant disruptions to the mature retinal architecture. To probe deeper, transcriptomic analyses were utilized to reveal significant changes in the expression levels of multiple gene markers. These changes were further confirmed by real-time quantitative PCR (qPCR), but to our surprise, no observable downstream effects of these transcriptomic changes were seen in morphological analyses. It is possible that some form of compensatory mechanism is occurring during development in Plk3-KO mice, but we did not observe upregulation of other Plk family members at the RNA level. At this time, though, despite its robust expression, it appears that Plk3 is dispensable for proper retinal development.

## Materials and Methods

### Ethics Statement

All procedures for the care and housing of mice conform to the U.S. Public Health Service Policy on the Humane Care and Use of Laboratory Animals and were approved by the Institutional Animal Care and Use Committee at Iowa State University.

### Genotyping

Plk3 deficient mice were obtained (Peter Stambrook, University of Cincinnati College of Medicine) and genotyped as described [23]. Plk3 knockouts were defined by the presence of the KO band (F: 5’-AAACCACCTGTGTTGGTGATGTGC-3’; R: 5’-AGCTAGCTTGGCTGGACGTAAACT-3’) whereas wildtype littermates were identified by the presence of a WT band (F: 5’-TTTCCTGGAGCTCTGTAGCCGAAA-3’; R: ACACCCATCTGTGCCATACACTCA-3’). All four primers were used in the same reaction according to the same program: 3 min at 95°C; then 37 cycles of 30s at 95°C, 10s at 60°C, 1 min at 72°C; followed by 7 min at 72°C. The products were separated on a 2% gel.

### Antibody stains

#### Whole-mount Immunohistochemistry

Immediately upon euthanasia, mouse eyes were placed in 4% paraformaldehyde (PFA) in phosphate-buffered saline (PBS) overnight (O/N) at 4°C. After three 15 minute washes in PBS, the retinas were dissected and processed as in [28]. Briefly the retinas were first equilibrated at 4°C in increasing concentrations of sucrose (10%, 20%, 30% sucrose (w/v) in PBS for 30 minutes. After the retinas sank to the bottom of the tube of 30% sucrose/PBS, they were snap-frozen on dry ice and subjected to three freeze/thaw cycles. Retinas could be stored at -80°C in the 30% sucrose/PBS solution. When ready to proceed with the immunostaining, the retinas were rinsed 3 times in PBS for 30 minutes and incubated for 2 hours at room temperature (RT) in blocking solution [3% goat serum/1% bovine serum albumin (BSA)/0.1% Triton-X100/0.02% sodium dodecyl sulfate (SDS) in PBS]. Retinas were then incubated in the different primary antibodies in blocking solution O/N at 4°C on a rocking platform. The retinas were rinsed 3 times in PBS at RT for 30 minutes each and then secondary antibody plus DAPI (10 μg/ml) in blocking solution was added and further incubated O/N at 4°C on a rocking platform. Retinas were rinsed 3 times in PBS at RT for 30 minutes and then flattened between two coverslips for confocal imaging on a Leica SP5 X MP confocal microscope. To quantify each antibody staining, four fields were counted from each retina, two from the nasal side and two from the temporal side.

#### Section Antibody Staining

Immediately upon euthanasia, eyes were placed in 4% (PFA) in PBS O/N at 4°C. After three 15 minute washes in PBS, retinas were isolated and rocked in a solution of 30% sucrose in PBS until they sank (time dependent on mouse age). OCT solution (Tissue-Tek) was added to a concentration of 50% OCT/ 50% sucrose in PBS and retinas were rocked until the solution equilibrated. Upon equilibration, retinas were frozen in blocks at -80°C until cryosectioning. Retinas were sectioned at 20μm and sections placed onto Superfrost Plus microscope slides (Fisher Scientific). Slides were blocked for 30 minutes in PBS-Triton (1% BSA, 0.01% Triton X-100, 0.004% SDS) and then placed in primary antibody, diluted according to manufacturer’s instructions in PBS-Triton, O/N at 4°C. Slides were washed in PBS-Triton three times for 15 minutes at RT. Secondary antibodies were diluted according to manufacturer’s instructions in PBS-Triton and applied either for 2–4 hours at RT or O/N at 4°C. After this incubation, slides were again washed three times for 15 minutes at RT, and mounted with Fluoromount-G (Southern Biotech).

Primary antibodies used were anti-Calbindin28K [Calb28k] [29] (1:2000; Swant, Switzerland), anti-Calretinin [Calr] [29] (1:1000; Millipore), anti-Chx10 (1:1000; [30], anti-Hnf6 [31] (1:200; Santa Cruz Biotechnology) anti-Glutamine Synthetase (1:10,000; Sigma), anti-Rhodopsin [Rho4d2] (1:100; [32]), anti-Choline Acetyltransferase [Chat] (1:100; Millipore), anti-Protein kinase C alpha [PKCα] (1:10,000; Sigma-Aldrich), anti-Recoverin (1:100), anti-Brn3b (1:100; Santa Cruz Biotechnology), anti-Brn3a (1:500; Chemicon MAB1585), anti-Opn4 (1:1000; Advanced Targeting Systems), anti-Ap2a (1:200; Santa Cruz Biotechnology) and anti-PH3 (1:500; Millipore). The anti-Pax6 (1:50) and anti-Islet1 (1:50) antibodies were obtained from the Developmental Studies Hybridoma Bank (DSHB), developed under the auspices of the NICHD and maintained by the University of Iowa, Department of Biology, Iowa City.

### *In Situ* Hybridization

Sequences (between 650 and 800bp in length) were amplified by PCR from mouse cDNA. Probes were visualized using an anti-digoxigenin (DIG)-AP antibody (Roche) and subsequent exposure using BCIP and NBT [28]. The 3’-targeted Plk3 probe used in this study was from the BMAP collection, accession number AW488956, the sequence for which was confirmed before use by sequencing. A probe was also designed for the center of the gene (F: tgtctcctgcttggtgagtg; R: cccgtagaagttcacctgga) and the 5’ portion (F: ctcatcaccgaccctctcag, R: ttgatgcagcggtatgtctc). Fluorescent dissociated cell *in situ* hybridization was also performed as described [33]. Briefly, one probe was synthesized with DIG-labeled nucleotides and the other probe was labeled with fluorescein. Tyramide amplification (Promega) was performed for 10 minutes for the first probe, followed by inactivation in 0.3% hydrogen peroxide. The second probe was then processed in exactly the same manner as the first probe, but with a second color. Six independent fields were photographed and quantified.

### Microarrays

Microarray hybridization was performed as described previously [28]. Briefly, RNA was isolated from retinas using Tri-reagent (Sigma) according to standard manufacturer’s protocols. 400ng of total RNA was used to generate aRNA, from which 5μg were fragmented using the Ambion MessageAmp^™^ II aRNA Amplification Kit according to manufacturer’s instructions. Samples were hybridized to Affymetrix GeneChip Mouse Genome 430 2.0 arrays at the GeneChip facility at Iowa State University. The data are available at NCBI Gene Expression Omnibus (GEO) number GSE75382. Microarray results were analyzed using the Bioconductor Affy package in R [34]. Mas5 was employed for background adjustment and normalization and all data were log(2) transformed. 

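Of the 45101 probe sets in the authors' deposited table, 64 Affymetrix controls were left out before genotypes were compared. A mean log2 value above 7 in WT or Plk3-KO retinas was reached by 21005 probe sets in the adult, by 21390 at P7 and by 22611 at P0. On single arrays, the share of probe sets above 7 ranged from 41.9% on P7 Plk3-KO array 2 to 52.9% on adult Plk3-KO array 3. Present calls were not used here.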

We limited the differential expression analyses to only those genes whose mean log(2) transformed expression value in either WT or KO retinas exceeded the minimum cutoff of 7 as this level of expression was consistently labeled as present by the Affymetrix algorithm. A two-tailed t-test that resulted in p-values of less than 0.05 indicated significant differential expression. 

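Run on the same log2 values with a pooled variance, the methods' t-test gave an unadjusted p under 0.05 for 660 probe sets in the adult, 250 at P7 and 503 at P0. By chance alone, about 1050.2 of the adult probe sets, 1069.5 of those at P7 and 1130.6 of those at P0 would reach that threshold. After Benjamini-Hochberg adjustment this test called 0 probe sets at each age. In 2 adult probe sets, 3 at P7 and 8 at P0, neither genotype had any spread, and no p could be computed.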

The heatmaps were generated using Genesis software [35].

### qPCR

Retinal RNA was isolated using Tri-reagent (Sigma) according to manufacturer’s instructions. 400ng of RNA was used to generate cDNA using random primers and SuperScript III (Life Technologies) according to standard protocols. SybrGreen MasterMix (ThermoFisher) was used to perform qPCR in a BioRad CFX96 Real Time System with BioRad C1000 Thermal Cycler. The program used for qPCR was: 15 min at 95°C, followed by 40 cycles of 15s at 95°C, 30s at 56°C, and 30s at 72°C. β-Actin was used to normalize each experimental gene, and further analysis was performed as described [36]. The difference in average ΔΔC(t) values and the difference plus and minus the standard error of the difference were computed on the C(t) scale. The base-2 antilogs of these three values were computed to obtain estimates with error bars on the fold change scale. Results were plotted on a logarithmic scale. qPCR primers were designed as follows: Plk3-3’ (F:cctgcttaggttccaactcg; R:taaagctggtccctgattcc), Plk3-5’ (F:ggtatagcctacgcggtcaa; R:tgtcagcatcctcgaaatga), Rp1 (F:cctatgtccactccctccaa; R:ccagcctggaaaccatacat), Tac1 (F:gatgaaggagctgtccaagc; R:cagcatgaaagcagaaccag).

## Results

### Characterization of Plk3 expression in the mouse retina

To attempt to gain insight into the mechanisms of cell fate determination in the retina, the transcriptomes of single retinal progenitors were analyzed. Since Math5 expression correlates with the transition from retinal progenitor cell to differentiating neuron [10, 13, 18], we focused on genes that strongly associated with Math5 expression. Among the genes preferentially expressed in Math5+ retinal progenitors was Plk3 (Fig 1A). In fact, Math5 and Plk3 were among the highest correlated genes in a dataset of embryonic single cells with heterogeneous gene expression [2] (Trimarchi and Cepko, *in preparation*). The polo-like family of kinases have been shown to behave as regulators of cell division in mammalian cells [20, 22, 37], but the specific function of Plk3 *in vivo* is still in question. Since polo-like kinases may have overlapping functions [38], we examined the expression of other Polo-like kinases in our transcriptome dataset of embryonic retinal single cells. It was interesting to note that while other family members, including Plk1 and Plk4, were expressed in subsets of our retinal progenitor cell transcriptomes, the expression of neither Plk3 nor Math5 was strongly correlated with other polo-like kinases (Fig 1A). To determine whether Plk3 expression in the retina correlated with other markers of cell cycle progression, we looked at the expression of G2/M marker genes in Plk3+ and Plk3- cells (Fig 1B). Despite Plk3’s previously described functionality as a cell cycle regulator and the role of these kinases in G2/M progression [20, 22], there was no correlation between Plk3 expression and other markers of G2/M during retinogenesis. In fact, Plk3+ cells were less likely to exhibit markers of G2/M than the Plk3- cells in our set of embryonic retinal progenitor cells. Furthermore, Plk3 did not associate with any cell cycle markers of the G1 or S phase in our hierarchical clustering analysis (data not shown). Plk1 did strongly associate with the G2/M markers demonstrating that our clustering method was in fact robust (data not shown).

**Fig 1:**
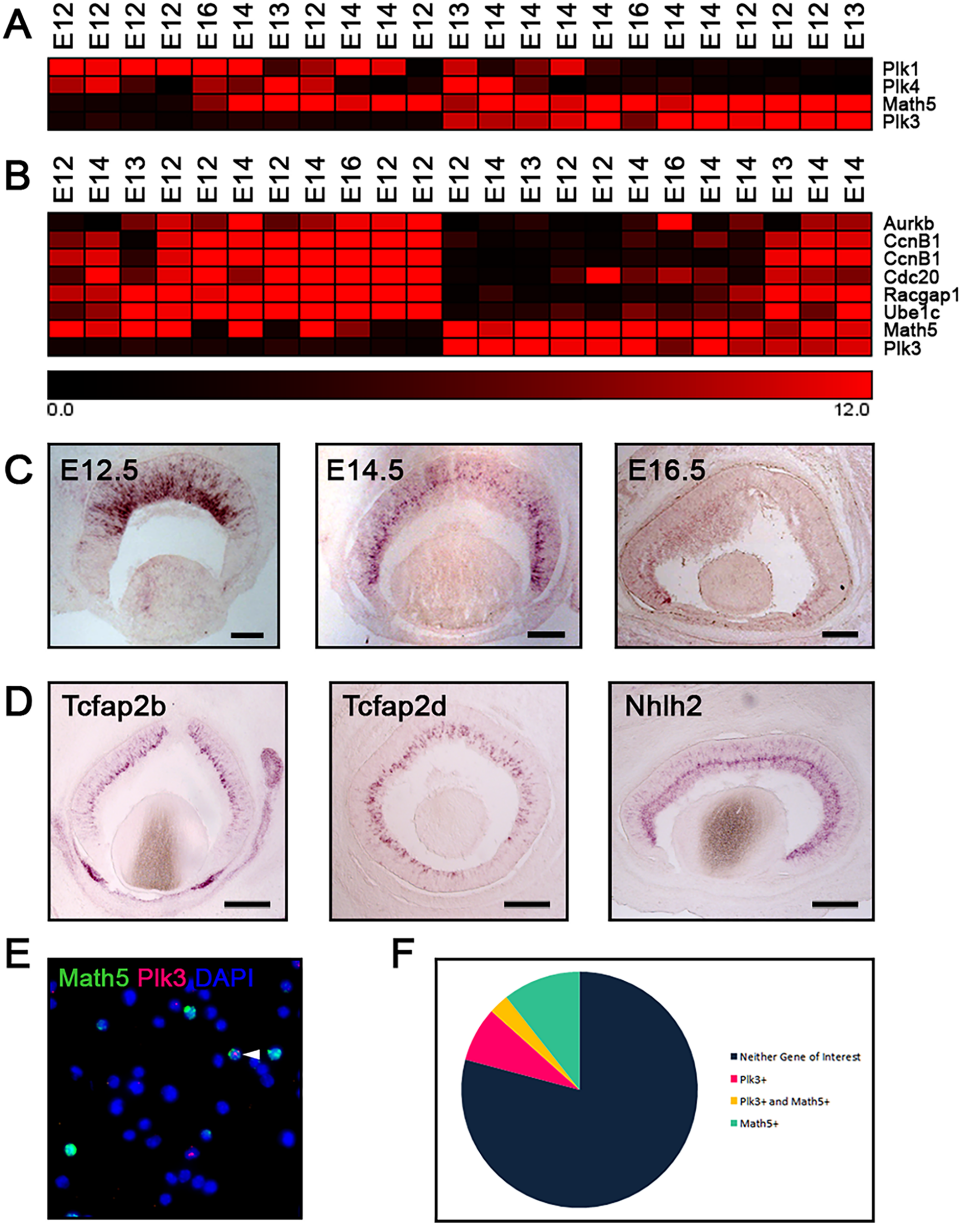
Survey of Plk3 expression in the developing mouse retina. (A) A heatmap showing the expression of Plk family members in Math5-positive cells. The four E12 cells at the left are Math5-negative, but were previously identified as G2/M progenitor cells [2]. These cells are shown as a comparison. In the heatmap, the genes (in rows) expressed in isolated single retinal progenitor cells (in columns) at various stages of development from embryonic day (E)12.5 to E16.5 are shown. Higher levels of microarray signal of a given gene correspond to higher expression levels in a particular single cell and are indicated by the different shades of red (see the scale below [B]), while the absence of expression is indicated with a black square. (B) A heatmap showing G2/M cell cycle marker expression in Math5 and Plk3 expressing single cells. As in (A) the log transformed signal intensities have been scaled according to the intensity of red color, with black indicating the absence of expression signal. The eleven single cells shown on the left are included for comparison and are Plk3-negative cells that were previously identified as in the G2/M phase of the cell cycle [2]. (C) *In situ* hybridization of Plk3 expression in the embryonic mouse retina. (D) *In situ* hybridization showing the expression of Tcfap2b, Tcfap2d, and Nhlh2, markers of developing amacrine interneurons, at E14.5. (E) Double fluorescent *in situ* hybridization of Math5 (green) and Plk3 (red) at E14.5. The results are quantified in (F). All scale bars represent 100 μm.

We sought to further characterize the expression of Plk3 throughout the course of retinogenesis. *In situ* hybridization (ISH) was performed on frozen retinal sections derived from several different stages of developing mice. At embryonic day (E)12.5, Plk3 mRNA was detected in a subset of cells in the outer neuroblastic layer and most strongly in the inner neuroblastic layer, an area inhabited by newly postmitotic retinal neurons (Fig 1C). By E14.5 the expression of Plk3 mRNA was detected in a line of cells running through the center of the section (Fig 1C). Interestingly, the location of Plk3 expression at E14.5 overlaps with the position of developing amacrine cells (Fig 1C) as other markers of maturing amacrine interneurons have notably similar patterns of expression at this stage in retinal development (Fig 1D). By E16.5, Plk3 expression decreased to undetectable levels in most of the retina, save for the most peripheral region (Fig 1C) and was completely undetectable at postnatal day (P)0 (data not shown). These expression patterns place Plk3 at a time and place to affect the normal development of early-generated retinal cells. Since Math5 and Plk3 were co-expressed in individual retinal cells on microarrays, we wished to explore the specific overlap between larger numbers of Math5+ and Plk3+ cells by labeling them in tandem through dissociated fluorescent *in situ* hybridization (Fig 1E). In dissociated E14.5 retinal cells, 10.2% of cells expressed Plk3, while 13.4% of cells expressed Math5, and 2.8% of all cells showed co-expression of both Plk3 and Math5 (Fig 1F).

### Characterization of Mature and Postnatal Plk3 deficient retinas

Since we observed that Plk3 was expressed in a time and place consistent with the protein having a possible effect on early-generated retinal neurons, we decided to investigate the function of Plk3 in the developing retina. A Plk3-KO mouse had been previously generated, but the retinal development of these mice had not been characterized [23]. We obtained these mice and upon initial characterization noticed that their retinas were degenerated. This was because the mice were partially in a Black Swiss background, which carried a fast-acting allele of retinal degeneration (Pde6b^-/-^, Rd1) [39]. To remove the Rd1 allele from our line, Plk3 heterozygous mice were crossed with wildtype C57Bl/6 mice until all litters were wildtype at the Rd1 locus as assessed by genotyping PCR [40].

To determine whether Plk3 deficiency led to gross disturbances in retinal morphology, we performed antibody stains on adult Plk3-KO retinas and their wildtype (WT) littermates (Fig 2). These surveys of retinal cell populations showed no qualitative differences in populations of rod photoreceptors (anti-Rho4d2, Fig 2A and 2A’), bipolar cells (anti-Chx10, Fig 2B and 2B’; anti-PKC-α, Fig 2C and 2C’), Müller glia (anti-glutamine synthetase, Fig 2D and 2D’), amacrine cells (anti-Pax6, anti-Chat; Fig 2E–2F and 2E’–2F’), retinal ganglion cells (anti-Brn3b, Fig 2G and 2G’), or the combination of horizontal cells and amacrine cells (anti-Calbindin28k, anti-Calretinin; Fig 2H and 2H’) between Plk3-KO and WT mice. Next we wished to assess whether the loss of Plk3 resulted in defects in smaller subsets of mature retinal cells. To accomplish this, *in situ* hybridization was performed (S1 Fig). Cone photoreceptors were marked by Opn1sw (S1A and S1A’ Fig), rod bipolar cells were visualized using a probe against Sebox (S1B and S1B’ Fig) [41], horizontal cells with a Septin4 probe [42] (S1C and S1C’ Fig), and Müller glia were marked with a probe for Vimentin (S1D and S1D’ Fig). Glycinergic amacrine cells were visualized using an Slc6a9 probe (S1E and S1E’ Fig), while GABAergic amacrine cells were observed with a probe to Gad1 (S1F and S1F’ Fig). Again we did not observe any significant and reproducible differences between WT and Plk3-KO littermates for any of these cell types. To assess whether a phenotype would appear over time, we stained 8 month old wildtype and Plk3-KO retinas with an anti-rhodopsin antibody and observed no degeneration of rod photoreceptors in the Plk3 deficient retina (data not shown). Additionally, staining with both anti-Calbindin28k and anti-Calretinin antibodies failed to reveal any deficits in the amacrine or ganglion cell layers or in the IPL itself at this time point (data not shown).

**Fig 2:**
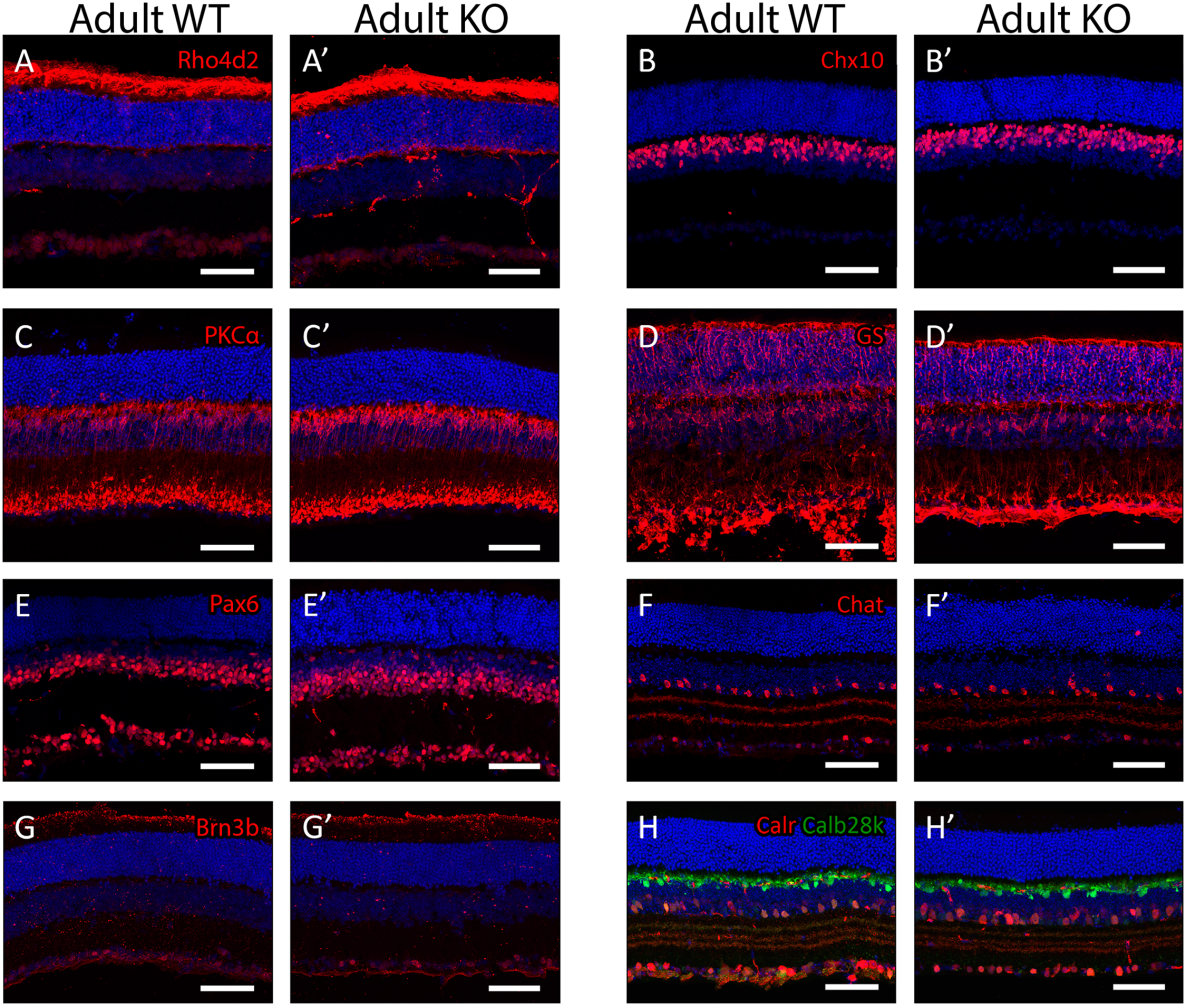
Morphological characterization of adult Plk3-KO retinas. Populations of adult (>P35) retinal cells were identified using antibodies to neuron-specific markers. DAPI, in blue, marks nuclei. Rod photoreceptors (anti-Rhodopsin [Rho4d2], A,A’), bipolar interneurons (anti-Chx10, B,B’; anti-PKC-α, C,C’), Müller glia (anti-Glutamine synthetase [GS] D,D’), amacrine interneurons (anti-Pax6, E,E’; anti-Chat, F,F’), retinal ganglion cells (anti-Brn3b, G,G’), and horizontal, amacrine and ganglion cells (anti-Calretinin [Calr], anti-Calbindin28k [Calb28k], H,H’) are shown. Scale bars represent 100 μm.

To more quantitatively assess any potential differences in cell number among the early-generated retinal cell types in the Plk3-KO mice we performed immunohistochemistry on whole retinas. For each antibody utilized, wildtype and Plk3-KO retinas were stained and then four images were acquired from four different quadrants of each retina. We chose to examine the different areas of the retina to assess whether there were any regional differences between wildtype and Plk3-KO retinas that were not captured on the sections. We did not find any significant differences in horizontal cells between wildtype and Plk3-KO retinas using two different antibody markers (anti-Hnf6 [Fig 3A and 3A’; p = .14] and anti-Calbindin28k [Fig 3B and 3B’; p = .73]). To quantify the number of amacrine we used an anti-Ap2a antibody and also found no significant differences in amacrine cells in the different areas of the retina between wildtype and Plk3-KO mice (Fig 3C and 3C’; p = .17). To examine the numbers of retinal ganglion cells, we used three different antibodies: anti-Calretinin, anti-Brn3a and anti-Opn4 (Fig 3D–3F’). Anti-Calretinin antibodies stain ganglion cells and a subset of amacrine cells [29] and this staining did not show any difference between wildtype and Plk3-KO retinas (Fig 3D and 3D’; p = .27). The anti-Brn3a antibody is more specific to ganglion cells, but only stains a subset of them [43]. Again we did not find a significant difference in the numbers of these Brn3a+ ganglion cells between wildtype and Plk3-KO littermates (Fig 3E and 3E’; p = .66). Finally we examined a small subset of ganglion cells, the melanopsin population of intrinsically photosensitive ganglion cells. There are only a small number of cells that stain in any retina with this antibody, but again we did not observe any differences between wildtype and Plk3-KO mice (Fig 3F and 3F’). Taken together, these antibody stains on flat mount retinas indicate that there are no significant differences in the numbers of horizontal, amacrine or ganglion cells in the Plk3-KO retina.

**Fig 3:**
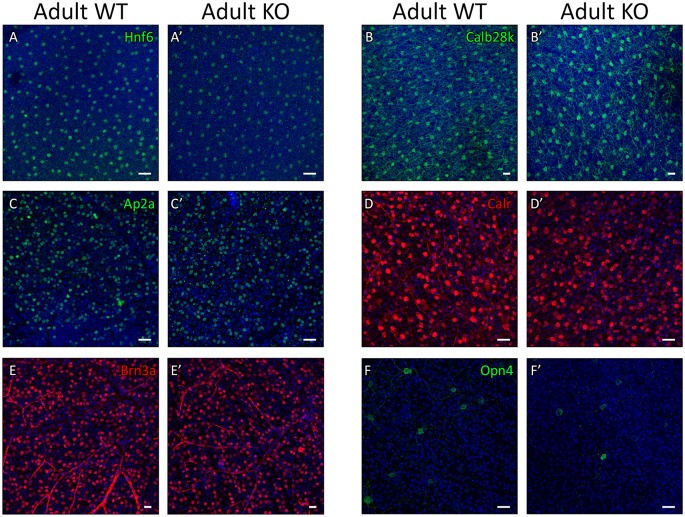
Assessment of cell numbers by flat mount antibody staining. To more quantitatively assess any gains/losses in cell number in the Plk3-KO retina, immunohistochemistry was performed on flat mounted retinas from adult (>P35) wildtype and Plk3-KO littermates. Confocal scans were performed on four different quadrants from each retina and representative quadrant-matched images are shown. DAPI, in blue, marks nuclei. Horizontal cells (anti-Hnf6, A,A’; anti-Calbindin28k [Calb28k], B,B’), amacrine interneurons (anti-Ap2a, C,C’), a combination of amacrine and ganglion cells (anti-Calretinin [Calr], D,D’) and retinal ganglion cells (anti-Brn3a, E,E’; anti-Opn4, F,F’) are shown. Scale bars represent 100 μm.

To identify whether any transient developmental phenotypes were present in the Plk3-KO mouse, immunohistochemistry was performed on retinas isolated from earlier stages. Antibody stains at P7 revealed no robust differences between populations of rod photoreceptors (anti-Rho4d2, Fig 4A and 4A’), bipolar cells (anti-Chx10, Fig 4B and 4B’), ganglion cells (anti-Brn3b, Fig 4C and 4C’), amacrine cells (anti-Isl1, anti-Pax6; Fig 4D–4E and 4D’–4E’), and the combination of horizontal cells and amacrine cells (anti-Calbindin28k, anti-Calretinin; Fig 4F and 4F’). To further investigate postnatal development in the Plk3-KO retina, antibody stains were also performed at an earlier (P4, Fig 5) and later (P14, Fig 6) time point. At P4, the populations of maturing photoreceptors (anti-Recoverin, Fig 5A and 5A’), bipolar cells (anti-Chx10, Fig 5B and 5B’), ganglion cells (anti-Brn3b, Fig 5C and 5C’), amacrine interneurons (anti-Isl1, anti-Pax6; Fig 5D–5E and 5D’–5E’), and horizontal cells and amacrines (anti-Calbindin28k, anti-Calretinin; Fig 5F and 5F’) appeared grossly normal between WT and Plk3-KO mice. Similarly, no changes were detected in populations of rod photoreceptors (anti-Rho4d2, Fig 6A and 6A’), bipolar cells (anti-Chx10, Fig 6B and 6B’), ganglion cells (anti-Brn3b, Fig 6C and 6C’), amacrine cells (anti-Isl1, anti-Pax6; Fig 6D–6E and 6D’–6E’), and the combination of horizontal cells and amacrine cells (anti-Calbindin28k, anti-Calretinin; Fig 6F and 6F’).

**Fig 4:**
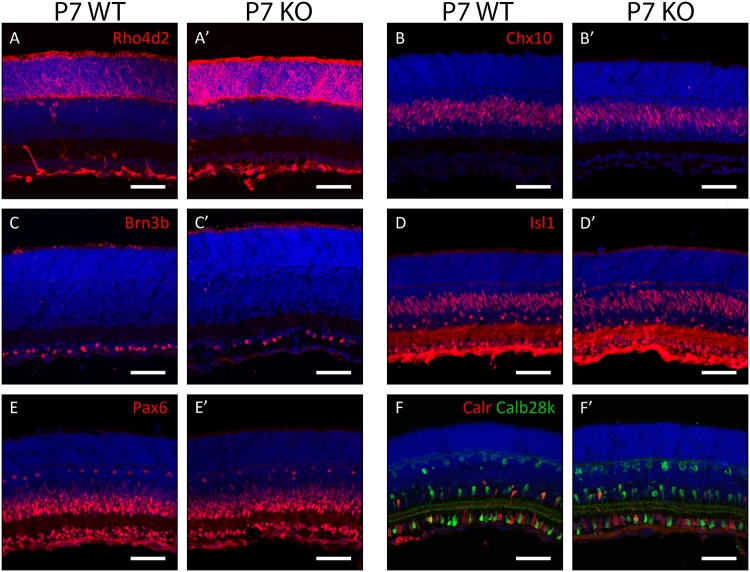
Morphological characterization of postnatal developing Plk3-KO retinas. Populations of retinal cells in postnatal day (P)7 Plk3-KO retinas were compared to WT littermates using cell type-specific markers. Specifically, populations of rod photoreceptors (anti-Rhodopsin [Rho4d2], A,A’), bipolar cells (anti-Chx10, B,B’), retinal ganglion cells (anti-Brn3b, C,C’), bipolar cells, amacrine cells and ganglion cells (anti-Isl1, D, D’), amacrine, horizontal and ganglion cells (anti-Pax6, E,E’; anti-Calretinin [Calr], anti-Calbindin28k [Calb28k], F,F’) were examined. Scale bars indicate 100 μm.

**Fig 5:**
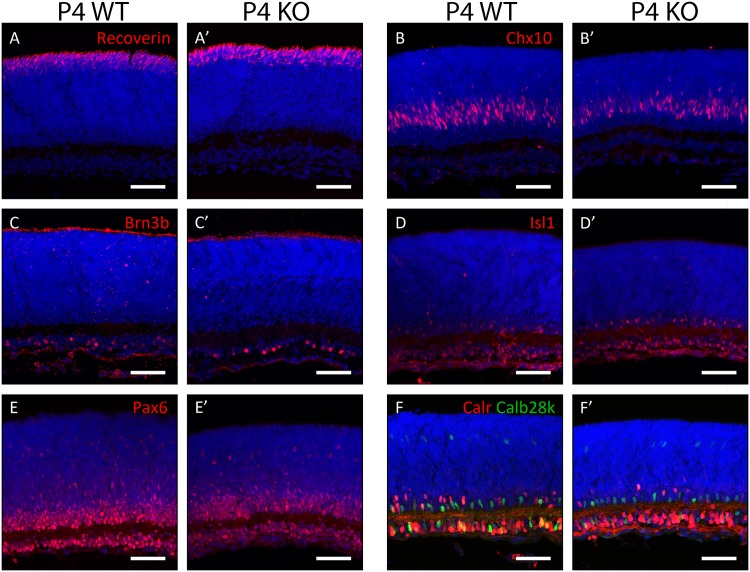
Survey of retinal cell types in P4 Plk3-KO retinas. Populations of retinal cells in P4 Plk3-KO retinas were compared to WT littermates using cell type-specific markers for photoreceptors (anti-Recoverin, A,A’), bipolar cells (anti-Chx10, B,B’), retinal ganglion cells (anti-Brn3b, C,C’), ganglion and amacrine cells (anti-Isl1, D,D’; anti-Pax6, E,E’) and amacrine, horizontal and ganglion cells (anti-Calretinin [Calr], anti-Calbindin28k [Calb28k], F,F’). Scale bars indicate 100 μm.

**Fig 6:**
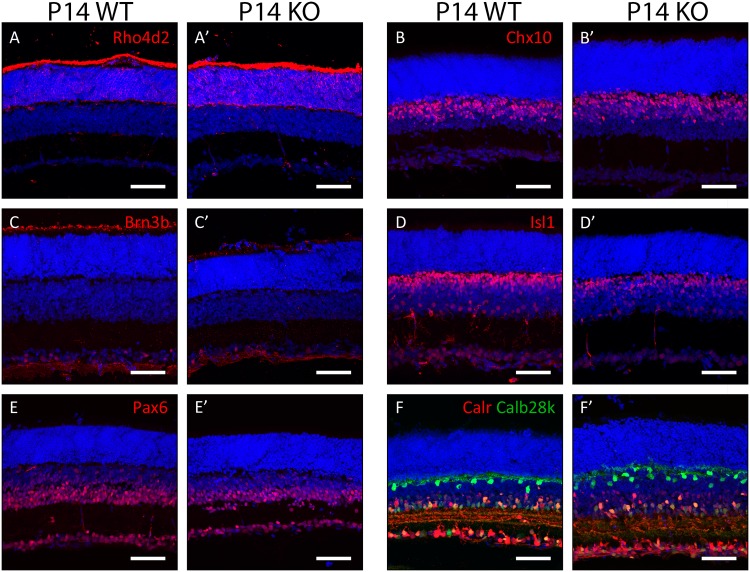
Survey of retinal cell types in P14 Plk3-KO retinas. Populations of retinal cells in P14 Plk3-KO retinas were compared to WT littermates using cell type-specific markers for rod photoreceptors (anti-Rhodopsin [Rho4d2], A,A’), bipolar cells (anti-Chx10, B,B’), retinal ganglion cells (anti-Brn3b, C,C’), ganglion and amacrine cells (anti-Isl1, D,D’; anti-Pax6, E,E’) and amacrine, horizontal and ganglion cells (anti-Calretinin [Calr], anti-Calbindin28k [Calb28k], F,F’). Scale bars indicate 100 μm.

### Unbiased transcriptomic screening of Plk3 knockout retinas

To better understand the role that Plk3 may play in retinal development, we searched for the presence of more subtle changes in adult retinas that were either wildtype or lacking Plk3. Full transcriptomic analysis of murine retinas not only has the potential to reveal phenotypes that are not immediately apparent upon gross morphological analysis, but can also provide an unbiased determinant of changes in even small neural subpopulations [28]. Therefore, microarray analyses were performed on adult Plk3-KO retinas and their littermates (n = 3 Plk3-KO, n = 3 WT) and on retinas isolated from several time points during development (S1–S4 Tables). 

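Retinal RNA of 3 Plk3-KO and 3 WT littermate arrays was compared at each of 3 ages, the adult, P7 and P0, on 18 arrays in total. The E16.5 arrays were not analysed here. Values were the authors' MAS5 signals on the log2 scale, and each Plk3-KO minus WT difference is a difference of group means in log2 units. Genotypes were compared with limma, fitted to all 18 arrays with 1 mean for each of the 6 groups, over the probe sets above the methods' minimum. A probe set was called at an adjusted p under 0.05 (Benjamini-Hochberg, within each age), and a further comparison took the mean difference over the 3 ages. These choices, like the gene lists and the rule for which genes are named, were made before the data were examined, apart from the values in the paper's own tables that had been read. With 3 arrays against 3, an exact two-sided permutation test cannot go below p = 0.1, so the number of arrays limits the precision of every gene. In simulated arrays of the same design, limma called 25.8% of the probe sets shifted by a log2 of 1 in the adult and 79.1% of those shifted by a log2 of 2. Over the 3 ages the shares were 69.7% and 98.5%. These shares describe the simulated arrays and may not hold for the real ones, among which adult Plk3-KO array 3 stood apart.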

Surprisingly, Plk3 itself was consistently among the genes with the highest increase in Plk3-KO mice in our microarray-based expression analysis (S5–S8 Tables). 

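Plk3 lies on chromosome 4 and has 1 probe set on the array, 1434496_at, which measures the 3' end of its mRNA and checks nothing about the deletion. In the adult its log2 value was 7.70 ± 0.30 (SD, 3 arrays) in Plk3-KO retinas and 5.20 ± 1.13 in WT retinas, a difference of 2.50. The WT mean lies below the methods' minimum of 7, so the size of this difference is not firm. Each adult Plk3-KO array lay above each WT array. The difference had a standard error of 0.547 and an adjusted p = 0.978 in limma, so that it did not pass. The methods' t-test gave p = 0.0206, and the exact permutation test gave p = 0.1, the smallest that the design allows. At P7 Plk3 stood at 7.30 ± 1.06 in Plk3-KO retinas and 6.10 ± 0.17 in WT retinas, and the groups overlapped, with Plk3-KO array 2 at 6.1. At P0 the values were 7.90 ± 0.36 and 6.87 ± 0.45, with no overlap. In limma the adjusted p was 1 at both of these ages. With arrays weighted by their own spread (limma's arrayWeights, whose estimate did not converge), Plk3 was called in the adult (3.52, adjusted p = 0.00174). The adult WT arrays stood at 5.9, 3.9 and 5.8, so a difference of 3.52 rests largely on WT array 2. Plk3 was also called without the 4 arrays that stand apart, a step chosen after the values were seen (2.80, adjusted p = 0.0227). They are adult Plk3-KO array 3, adult WT array 3, P7 Plk3-KO array 2 and P7 WT array 3. This step leaves 2 adult arrays per genotype and drops P7 Plk3-KO array 2, where Plk3 lay among the WT values.

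**Figure D1:**
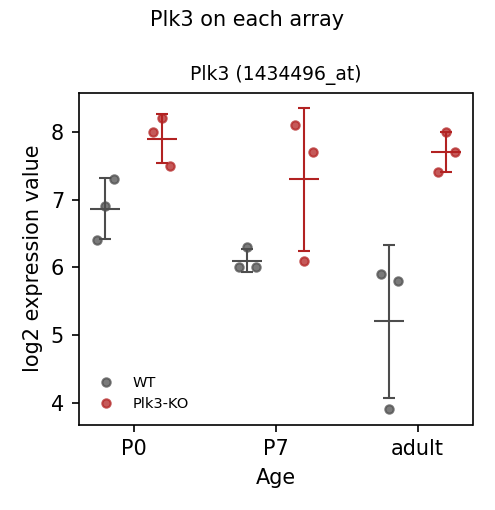
Log2 expression value of Plk3 (1434496_at) on each of the 18 arrays at P0, P7 and in the adult, WT in grey and Plk3-KO in red. Horizontal lines are group means and bars are SD of 3 arrays; the Plk3-KO mean lies above the WT mean at each age, and at P7 the 2 groups overlap.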

As a similar phenomenon was observed previously for a different knockout mouse [28], the microarray probe for Plk3 was examined and confirmed to contain just the 3’ end of the gene, beyond the extent of the region targeted in the knockout. A qPCR probe designed to the same portion of the gene confirmed significant upregulation of the 3’ end of the gene in the knockout retina (Fig 7A, p<0.01). However, qPCR primers that amplify a region located in the more 5’ functional domain of the Plk3 gene that had been targeted showed extreme downregulation, further confirming the fact that the Plk3 coding region had been removed (Fig 7A, p<0.05). Additionally, to establish that the observed expression was indicative of the entire length of the coding sequence of Plk3, ISH probes to two additional regions of Plk3’s coding sequence were designed. ISH analysis from all three probes confirmed that the expression patterns of each probe spanning the length of Plk3 closely mirrored each other in WT retinas, and displayed a lack of signal in our Plk3-KO retinas (Figs 1C, 8A and 8A’ and data not shown).

**Fig 7:**
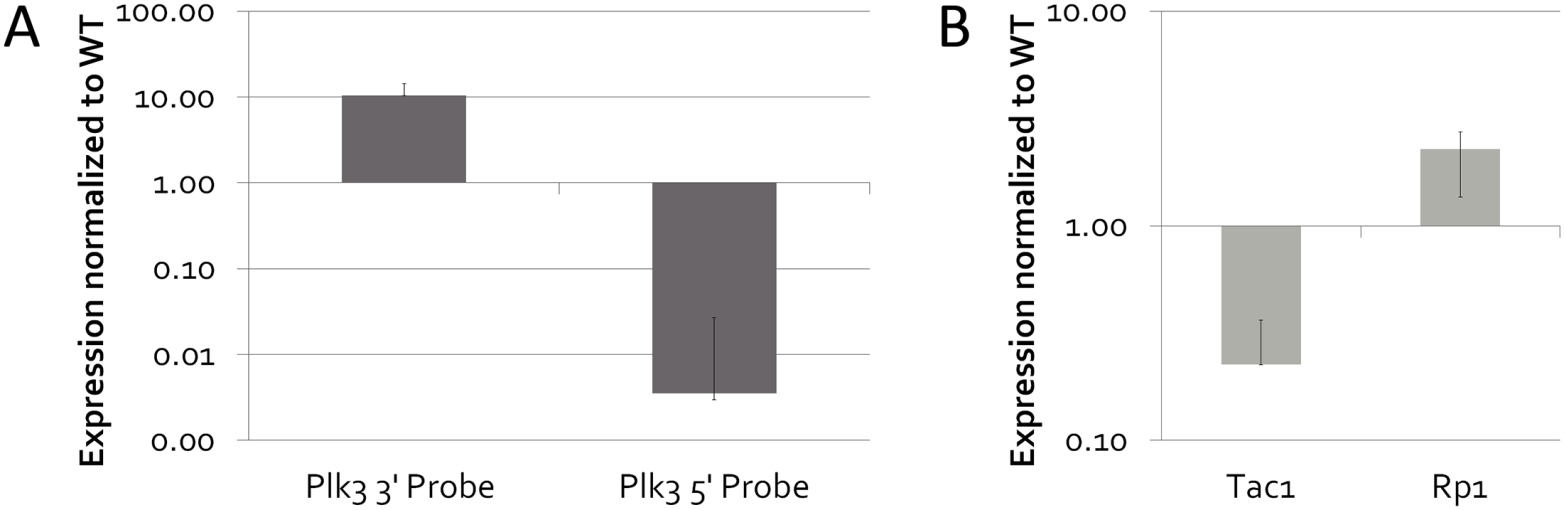
qPCR based examination of gene expression in Plk3-KO retinas. Retinas of Plk3-KO and WT littermates were isolated and hybridized to Affymetrix microarrays at various timepoints (n = 3 for each of four timepoints). Genes with significant differential expression at multiple timepoints were confirmed using qPCR at adult timepoints. (A) An examination of Plk3 expression in the Plk3 deficient mouse. An amplicon at the 3’ end of the gene showed upregulation (p<0.001), while one at the 5’ end of Plk3 was significantly downregulated (p<0.05). (B) Tac1 showed decreased expression (p<0.05), whereas retinitis pigmentosa 1 (Rp1) displayed increased expression (p<0.05).

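The arrays of P0 retinas were the most alike, with Pearson correlations across genes between 0.944 and 0.968 for any 2 arrays of that age. At P7 the correlations ran from 0.894 to 0.980, with the lowest for WT array 3. Adult Plk3-KO array 3 stood apart, at 0.786 to 0.891 from the other adult arrays, and adult WT array 3 lay at 0.864 to 0.882 from WT arrays 1 and 2 and Plk3-KO array 1 but at 0.935 from Plk3-KO array 2, while the remaining adult arrays lay at 0.925 to 0.954 from each other. The median log2 value of Plk3-KO array 3 was 7.2, against 6.3 and 6.5 on the other adult Plk3-KO arrays and 6.4, 6.4 and 7.0 on the WT arrays. Genes are not independent replicates, and these correlations describe only how alike the arrays are.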

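Rp1, a photoreceptor gene on chromosome 1, was measured by 1424963_at. At P7 its log2 value stood at 13.73 ± 0.68 (SD, 3 arrays) in Plk3-KO retinas and 13.40 ± 0.61 in WT retinas, a difference of 0.33. At P0 it stood at 9.53 ± 0.31 and 9.57 ± 0.15, a difference of −0.03. The groups overlapped at both ages (exact permutation test, two-sided, p = 0.5 at P7 and p = 1 at P0), and limma called Rp1 at neither age (adjusted p = 1).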

**Fig 8:**
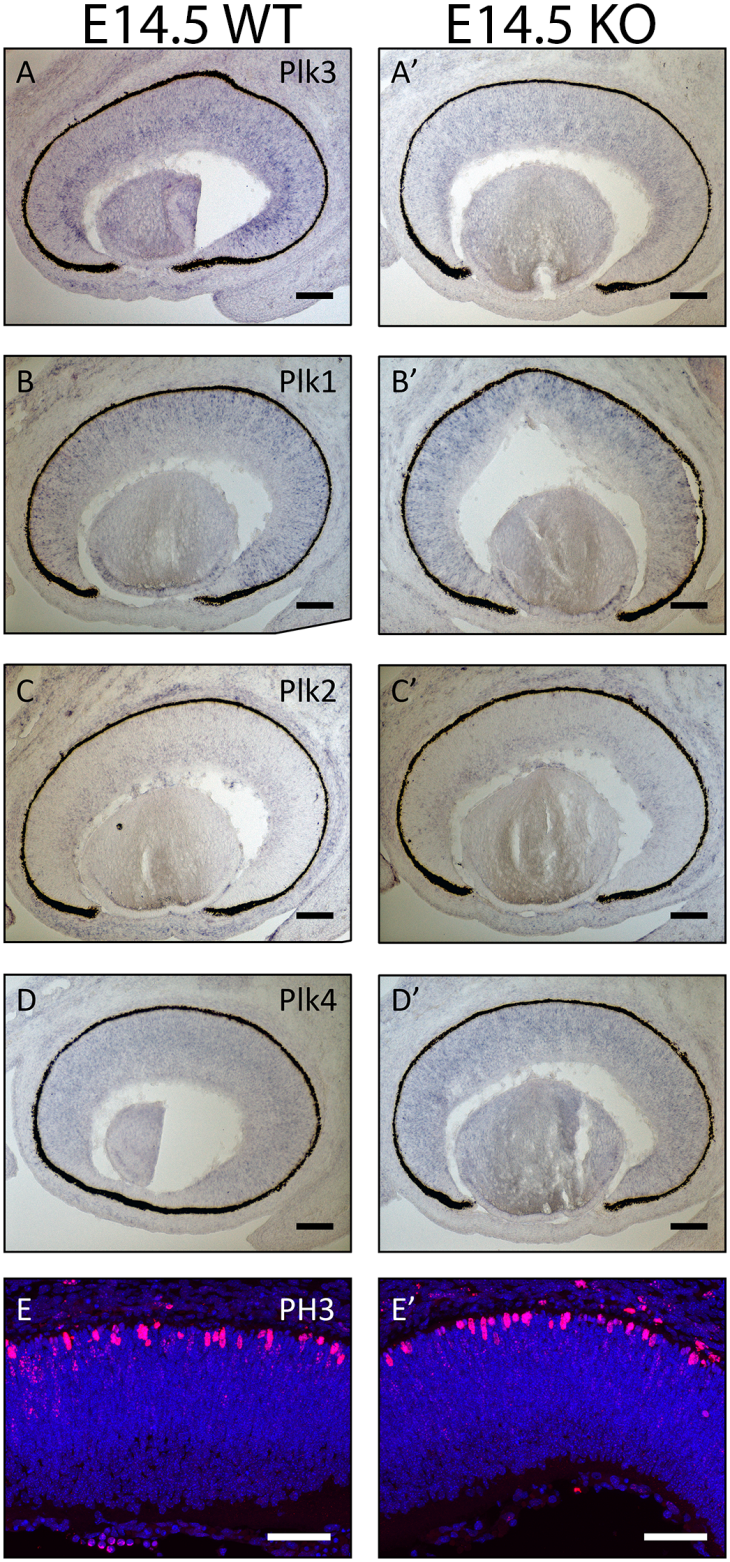
Examination of Plk family member expression patterns and cell cycle at E14.5. The expression patterns of Plk3 (A, A’), Plk1 (B,B’), Plk2 (C,C’), and Plk4 (D,D’) in WT and Plk3-KO retinas were determined using *in situ* hybridization at E14.5. E14.5 developing WT and Plk3-KO retinas were also stained using anti-phospho-histone H3 (PH3) to mark mitotic cells (E,E’).

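In the adult retina, limma called 0 of 21005 probe sets between Plk3-KO and WT littermates at an adjusted p under 0.05. At an unadjusted p under 0.05, 1008 probe sets were counted, 446 higher and 562 lower in Plk3-KO retinas, where about 1050.2 would be reached by chance. The smallest adjusted p was 0.978. The methods' t-test after adjustment called none. In the simulated adult arrays it recovered 0% of probe sets shifted by a log2 of 1 and 2.99% of those shifted by 2. Its lack of calls therefore tells little. The limma count was 105 without adult WT array 3, 4 without adult Plk3-KO array 2 and 1452 with arrayWeights, whose estimate did not converge. Of 10 splits of the adult arrays into groups of 3, 4, the real one included, gave at least 1452 calls with arrayWeights. The highest other split gave 7282, so the 1452 calls cannot be assigned to genotype. The limma count was 338 without the 4 arrays that stand apart, a step chosen after the values were seen. The genes with the smallest p, none of which passed, were 1700086P04Rik, 9930012K11Rik, Chd7, Plk3 and Cad. 1700086P04Rik on chromosome 4 stood at 4.90 ± 0.53 (SD, 3 arrays) in Plk3-KO retinas and at 7.03 ± 0.15 in WT retinas, a difference of −2.13 (standard error 0.448). For 9930012K11Rik the difference was −1.97 (standard error 0.415). In both genes the Plk3-KO mean lies below the minimum of 7, so the sizes are not firm. Chd7, also on chromosome 4, stood at 11.67 ± 0.12 and 10.93 ± 0.32, a difference of 0.73 (standard error 0.155). Cad stood at 9.43 ± 0.29 and 8.50 ± 0.10, a difference of 0.93 (standard error 0.208). In each of these genes the Plk3-KO and WT arrays did not overlap (exact permutation test, two-sided, p = 0.1).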

To attempt to discern more subtle phenotypes in the Plk3-KO retinas, we first examined the adult microarray results for significantly altered genes in Plk3-KO retinas when compared to wildtype littermates. 

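Among photoreceptor genes, Rp1 stood at 14.17 ± 0.15 (SD, 3 arrays) in adult Plk3-KO retinas and at 13.73 ± 0.06 in WT retinas, a log2 difference of 0.43. Casz1, which lies on chromosome 4 as Plk3 does, differed by 0.87 (11.20 ± 0.36 and 10.33 ± 0.25). A further Casz1 probe set, 1453349_at, differed by −0.20. Rp1l1 differed by 0.63 (12.37 ± 0.25 and 11.73 ± 0.21). Mef2c differed by 0.53 on the probe set with the highest mean and by 0.83 on 1424852_at. Among Müller glial genes, Vim differed by −0.57 (11.77 ± 0.12 and 12.33 ± 0.21), Ttyh1 by −0.33 (11.13 ± 0.06 and 11.47 ± 0.06) and Nrarp by −0.47 (8.73 ± 0.06 and 9.20 ± 0.10). The bipolar cell genes Sebox and Car8, the latter also on chromosome 4, differed by −0.50 and −0.73, and the amacrine cell gene Nhlh2 by −0.73. Tfap2c, another amacrine cell gene, differed by 0.30 on the probe set with the highest mean, by −0.43 on 1418147_at and by −1.30 on 1448977_at, the last 2 without overlap. On 1448977_at the Plk3-KO mean of 5.87 lies below the minimum, so the size is not firm. The p of the methods' t-test was smallest for Car8 (0.00147), Ttyh1 (0.00211) and Nrarp (0.00219), and it was 0.0101 for Rp1, 0.0146 for Vim, 0.0160 for Sebox, 0.0269 for Casz1, 0.0283 for Rp1l1, 0.0255 for Tfap2c on 1418147_at and 0.0391 for Nhlh2. None of these genes passed in limma (adjusted p = 0.982 for Casz1 on 1453349_at and 0.978 for the others). With arrayWeights, Casz1, Rp1l1 and Vim were called (adjusted p = 0.0404, 0.00985 and 0.0329 in limma). Apart from Mef2c and Tfap2c on the probe sets with the highest mean and from Casz1 on 1453349_at, the arrays of the genotypes did not overlap (exact permutation test, two-sided, p = 0.1).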

We observed several photoreceptor-expressed genes (Retinitis pigmentosa1 [Rp1], Castor homolog 1 [Casz1], Retinitis pigmentosa1-like 1 [Rp1l1], Mef2c) that were upregulated, while some markers of Müller glia (Vimentin, Tweety homolog 1, Notch regulated ankyrin repeat protein [Nrarp]) [42], bipolar cells (Sebox, Carbonic Anhydrase 8) [41], and amacrine cells (Nhlh2, Tachykinin 1 [Tac1], Tcfap2c) [42] were decreased when compared to WT littermates (S1 and S5 Tables). To verify these changes by a second method, we used qPCR. Tac1, a marker of subsets of amacrines [44], was confirmed to be downregulated in Plk3-KO by qPCR (p<0.05), whereas retinitis pigmentosa 1 (Rp1), a gene expressed in photoreceptors [45], was significantly upregulated (p<0.05) (Fig 7B). It is surprising that only a small subset of genes in each cell type is altered and this may be why we fail to observe any obvious changes in cell number and cell morphology in the Plk3-KO animals. These results may indicate that while there are some quantitative changes taking place in different cell types in the Plk3-KO, they are not at a high enough level to lead to any overt changes in the cell types themselves.

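Lists of cell-type genes were compared as sets in the adult retina with camera at a preset correlation between genes. The 25 rod photoreceptor genes were higher in Plk3-KO retinas, with a median log2 difference of 0.33 (adjusted p = 0.000122, but 0.755 with an estimated correlation). Their mean overlapped between genotypes, at 14.54, 14.21 and 14.31 on the Plk3-KO arrays and 14.33, 14.06 and 13.70 on the WT arrays, and the list was not called without WT array 3 (adjusted p = 0.202) or Plk3-KO array 1 (adjusted p = 0.115). Sag, Nrl and Pdc, the most abundant of them, differed by 0.33, 0.37 and 0.37. The 19 Müller glial genes were lower, with a median of −0.30 (adjusted p = 0.00651, but 0.505 with an estimated correlation) and array means of 11.45 to 11.52 against 11.58 to 11.89, without overlap, and they were not called without Plk3-KO array 1 (adjusted p = 0.115) or 2 (adjusted p = 0.0535), though they were without Plk3-KO array 3 or WT array 3, which stand apart. Car2, Glul and Dbi, the most abundant, differed by −0.17, −0.13 and −0.30. The 21 amacrine cell genes were lower too, with a median of −0.33 (adjusted p = 0.0129, but 0.755 with an estimated correlation) and array means of 10.04 to 10.26 against 10.32 to 10.58, again without overlap, and they were not called without Plk3-KO array 1 (adjusted p = 0.290) or WT array 2 (adjusted p = 0.0810). Gad1, Calb2 and Pax6 differed by −0.40, −0.13 and −0.23. With fry none of the 3 lists was called (adjusted p = 0.661, 0.0942 and 0.176). The 13 bipolar cell genes had a median of −0.33 (adjusted p = 0.0778), the 9 cone genes one of 0.20 (adjusted p = 0.170) and the 14 ganglion cell genes one of −0.17 (adjusted p = 0.573), and these lists were not called. Limma called 0 single genes of the rod list (1 when adjusted over the list alone), and the methods' t-test counted 3 higher at an unadjusted p under 0.05. Of the Müller glial genes limma called 0 (0 when adjusted over the list alone), and the methods' t-test counted 5 lower. From the few genes altered in each cell type, the paper proposes a reason why no obvious changes in cell number or morphology were seen.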

Since Plk3 is expressed mainly during early development, it was also possible any changes that occur upon its deletion are mainly present during development. In addition, we also wanted to compare the differentially expressed genes from the adult microarrays to the genes that may be changed during postnatal development. Therefore, we isolated retinas from P7 and P0 WT and KO littermates and performed microarray analysis to determine genes with differential expression in retinas that were in different stages of postnatal development (S2 and S3 Tables). 

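At P7, limma called 0 of 21390 probe sets between Plk3-KO and WT retinas, with 68 higher and 55 lower at an unadjusted p under 0.05 and 0 by the methods' t-test after adjustment. At P0 it called 0 of 22611, with 85 at an unadjusted p under 0.05 (54 higher, 31 lower), and again 0 by the methods' t-test. Chance alone would bring about 1069.5 probe sets at P7 and 1130.6 at P0 to that unadjusted p, more than limma counted. The smallest p at P7 (adjusted p = 0.713 in limma) belonged to a probe set without a single gene symbol. Among named genes it was smallest for Pink1, Ndufs5, Emc1, Hp1bp3 and Zfp991, none of which passed. Pink1 (1441937_s_at) stood at 9.80 ± 0.10 (SD, 3 arrays) in P7 Plk3-KO retinas and at 11.33 ± 0.15 in WT retinas, a difference of −1.53 (standard error 0.314). Ndufs5 stood at 11.23 ± 0.06 and 12.40 ± 0.17, a difference of −1.17 (standard error 0.260). Emc1 differed by −1.33 on 1436709_at, but by −0.20 and 0.57 on its further probe sets. Hp1bp3 differed by −1.30 on 1439845_at and by −0.13 on 1415751_at, and Zfp991 by 1.60 on 1451477_at and by −1.80 on 1424784_at, the probe set with the highest mean. The WT mean of 1451477_at was 5.70, below the minimum, so its size is not firm. At P0 the smallest p belonged to Ndufs5, Cap1, Dcdc2b, Cyp2j13 and Cbx5, again without passing. Ndufs5 differed there by −1.03, Dcdc2b by −1.90, Cyp2j13 by 2.13 and Cbx5 by −0.93, where Dcdc2b in Plk3-KO and Cyp2j13 in WT retinas lay below the minimum. As a set, the 14 G2/M cell cycle genes were lower in P7 Plk3-KO retinas (median −0.33, camera, adjusted p = 0.00124), but not with an estimated correlation (adjusted p = 0.852) or with fry (adjusted p = 0.962). Over the whole list, which also takes in genes not tested at P7, the array means overlapped between genotypes. They stood at 7.22, 7.73 and 7.09 on the Plk3-KO arrays and 7.58, 7.29 and 8.11 on the WT arrays. The list was not called without WT array 3 (adjusted p = 0.876), Plk3-KO array 1 (adjusted p = 0.129) or Plk3-KO array 3 (adjusted p = 0.439). Limma called 0 single genes of that list (0 when adjusted over the list alone). Ccna2, Cdc20 and Bub1b differed at P7 by −0.20, −0.43 and 0.03, and no list was called at P0.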

Overall, multiple genes were consistently changed between the nine samples studied in all three time points, including Plk3 again, which was among the most upregulated genes in the retina (n = 9 WT, n = 9 Plk3-KO) demonstrating that our transcriptome preparation was highly reproducible (S6 and S7 Tables). 

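Over the 9 Plk3-KO and 9 WT arrays of the 3 ages, limma called 0 of 25085 probe sets for the mean difference between genotypes. At an unadjusted p under 0.05 there were 396, 154 higher and 242 lower in Plk3-KO retinas, where about 1254.2 would be reached by chance. The smallest adjusted p was 0.202. Plk3 differed by 1.58 on average (standard error 0.316, adjusted p = 0.363; exact permutation within ages, two-sided, p = 0.00075). Among probe sets with a single gene symbol, the smallest p belonged to Ndufs5, Med8, Cap1, Pink1 and Tmem35b, none of which passed. After quantile normalization 2 probe sets were called, of Ndufs5 and Med8, while 82 were called with arrayWeights and 0 to 3 with 1 array left out. In steps chosen after the values were seen, 16 were called without the 4 arrays that stand apart and 5, of Ndufs5, Cap1, Tmem35b and Khdrbs1, with the actin 3' minus 5' difference as a covariate. Tmem35b, on chromosome 4, stood in the adult at 7.47 ± 0.32 (SD, 3 arrays) in Plk3-KO retinas and 8.60 ± 0.17 in WT retinas, and it differed by −1.13, −0.87 and −0.87 in the adult, at P7 and at P0. As a set, the rod photoreceptor genes were higher over the 3 ages (median 0.12, camera, adjusted p = 0.00133), but not with an estimated correlation (adjusted p = 0.811) or with fry (adjusted p = 0.977), nor without adult Plk3-KO array 1, adult WT array 3, P7 Plk3-KO array 2 or P0 WT array 3. The paper concludes from the genes it found changed at all 3 ages that the transcriptome preparation was highly reproducible.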

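Khdrbs1 has several probe sets on the array, and these moved apart. On 1434541_x_at, the one with the highest mean, the adult log2 value was 11.60 ± 0.95 (SD, 3 arrays) in Plk3-KO retinas and 12.17 ± 0.32 in WT retinas, a difference of −0.57. The differences at P7 and P0 were −0.30 and −0.10, and that over the 3 ages was −0.32 (standard error 0.244, limma, adjusted p = 1). On 1438462_x_at Khdrbs1 differed by −3.0 in the adult, −3.07 at P7 and −2.40 at P0, with a mean of −2.82 over the 3 ages (standard error 0.558, limma, adjusted p = 0.363). The methods' t-test on that probe set gave 0.0119 in the adult, 0.0690 at P7 and 0.139 at P0. Over the 3 ages, 1418629_a_at differed by −0.23 and 1418630_at by −0.47, while 1437389_x_at differed by 0.34 and 1418628_at by 0.12. Both means of 1418630_at lay below the minimum of 7 in the adult and at P7, and at P0 it differed by −0.07. In the adult, 1438461_at differed by 2.27, with both means below the minimum of 7. None of these Khdrbs1 probe sets was called in limma, but 1438462_x_at was called as lower over the 3 ages with arrayWeights (−3.59) and, in steps chosen after the values were seen, without the 4 arrays that stand apart (−3.48) and with the actin 3' minus 5' difference as a covariate (−3.26).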

Genes related to RNA binding, such as Khdrbs1, were upregulated in the absence of Plk3 (S6 and S7 Tables). Other genes showing significant differential expression included those with as-yet undescribed function in the retina, such as Med8, which was highly downregulated in Plk3-KO retinas (S6 and S7 Tables). Additionally, Cap1, which can play a role in promoting actin cytoskeleton dynamics [46], was highly and consistently upregulated among all postnatal timepoints studied (S5, S6 and S7 Tables). 

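Med8, a Mediator subunit gene on chromosome 4, was measured by 1442417_at at 4.93 ± 0.95 (SD, 3 arrays) in adult Plk3-KO retinas and 7.03 ± 0.25 in WT retinas, a log2 difference of −2.10. At P0 it stood at 5.47 ± 0.72 and 7.13 ± 0.32, a difference of −1.67, and at P7, where both means were below the minimum of 7, at 4.93 ± 0.38 and 6.77 ± 0.67. Each Plk3-KO mean lies below the minimum, so the sizes of the differences on this probe set are not firm. The genotypes did not overlap at any of the 3 ages (exact permutation test, two-sided, p = 0.1). Over the 3 ages the mean difference of Med8 was −1.87 (standard error 0.310), with an adjusted p = 0.202 in limma, and it did not pass, though it did after quantile normalization (adjusted p = 0.0494) and with arrayWeights. On 1431423_a_at, the Med8 probe set with the highest mean, the differences were 0.17, −0.03 and 0.13 in the adult, at P7 and at P0 (adjusted p = 1 over the 3 ages). As a set, the 33 Mediator genes had a median difference of 0.00 in the adult and were not called (camera, adjusted p = 0.170).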

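Cap1, on chromosome 4, was measured by 1417461_at at 10.70 ± 0.52 (SD, 3 arrays) in adult Plk3-KO retinas and 9.43 ± 0.21 in WT retinas, a log2 difference of 1.27. At P7 it stood at 10.83 ± 0.70 and 9.03 ± 0.40, a difference of 1.80, and in neither age did the genotypes overlap (exact permutation test, two-sided, p = 0.1). At P0 it stood at 11.07 ± 0.67 and 9.27 ± 1.10, a difference of 1.80, but WT array 3 at 10.5 lay above Plk3-KO array 3 at 10.3. The methods' t-test gave 0.0173 in the adult, 0.0183 at P7 and 0.0720 at P0. Over the 3 ages Cap1 differed by 1.62 or 3.08-fold (standard error 0.277, exact permutation within ages, two-sided, p = 5e-04), with an adjusted p = 0.202 in limma, so that it did not pass. It was called with arrayWeights, at 1.76 over the 3 ages, and without P0 WT array 3, as well as with the actin 3' minus 5' difference as a covariate, a step chosen after the values were seen. A further Cap1 probe set, 1417462_at, differed by 1.53, 2.03 and 1.83 in the adult, at P7 and at P0. At P7 the genotypes overlapped on 1417462_at. Its WT mean there was 6.63, below the minimum of 7, so the size at P7 is not firm. The 23 genes of actin dynamics, with Cap1 among them, had medians of −0.10 in the adult and 0.00 at P7 and P0 and were not called as a set (camera, adjusted p = 0.548, 0.327 and 0.957). When adjusted over the list alone, 1 of them, Cap1, was called at P7, at P0 and over the 3 ages.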

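With 1 probe set per gene, 752 of the 12060 genes tested over the 3 ages lie on chromosome 4, a share of 6.24%. No gene was called in limma, so the chromosome was counted at unadjusted p values, a count chosen after the values were seen. Of 36 genes at an unadjusted p under 0.01, 24 (66.7%) lie on chromosome 4, among them Plk3, Cap1, Ndufs5, Pink1 and Tmem35b (Fisher's exact test, two-sided, p = 5.15e-21). At an unadjusted p under 0.05 they were 47 of 217 genes (21.7%, p = 2.73e-14), and under 0.001 they were 10 of 11 genes (90.9%, p = 8.72e-12, both by Fisher's exact test). Within single ages and at p under 0.05, the genes of chromosome 4 were 45 of 599 in the adult (7.51%, Fisher's exact test, p = 0.191), 24 of 54 at P7 (44.4%, p = 1.80e-15) and 10 of 48 at P0 (20.8%, p = 0.000657). Genes of one chromosome are not independent of each other, which Fisher's test does not take into account.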

One consistent aspect of all these differentially expressed genes was their presence on chromosome 4 in the mouse, the same chromosome where the Plk3 gene is also located. This may indicate that there is a more chromosomal-wide misregulation of genes present on this chromosome as a result of the nature of the disruption in the Plk3 gene.

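Of the 24 chromosome 4 genes at an unadjusted p under 0.01, 6 were higher and 18 were lower in Plk3-KO retinas over the 3 ages. Plk3, Cap1, Cyp2j13, Sesn2, Ppt1 and Chd7 were the higher genes, with Cyp2j13 at a mean log2 difference of 1.41 and Sesn2 at 0.82, and of these Sesn2 and Ppt1 were chosen after their values were seen. Ndufs5, Pink1, Dcdc2b and Emc1 were among the lower genes, with Dcdc2b at −1.24 and Emc1 at −0.83, though a further Emc1 probe set, 1435485_at, differed by 0.62. Cyp2j13 and Dcdc2b lay below the minimum of 7 in both genotypes in the adult and at P7, so their sizes are not firm. The 752 tested genes of chromosome 4 had a median difference of −0.03, and the genes of the other chromosomes one of −0.02. None of these genes passed in limma over all probe sets. From the place of its changed genes on the chromosome of Plk3, the paper proposes a misregulation that reaches across chromosome 4.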

A GO enrichment survey was performed using DAVID [47, 48] to determine whether there were any trends in the genes that were significantly differentially expressed at any of the postnatal timepoints (S9 Table). 

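A list of protein kinase genes, matched by name, held 197 genes above the minimum in the adult, with a median log2 difference of −0.03 between Plk3-KO and WT retinas (camera, adjusted p = 0.556). At P7 the median was −0.03 (adjusted p = 0.531) and at P0 it was 0.07 (adjusted p = 0.228). Limma called 0 of the adult kinase genes (0 when adjusted over the list alone), with 13 higher and 7 lower at an unadjusted p under 0.05 and 7 higher and 5 lower by the methods' t-test. Csnk1a1 and Dyrk2, abundant kinase genes, differed in the adult by 0.20 and 0.60, and Camk2n1, a kinase inhibitor that the name match took in, by −0.17 on the probe set with the highest mean and by −2.97 on another. The 125 genes of RNA binding and splicing had a median of −0.03 in the adult (camera, adjusted p = 0.504), and adjusted p values of 0.733 at P7 and 0.322 at P0. Limma called 0 of them (0 when adjusted over the list alone), with 1 higher and 1 lower in the adult at an unadjusted p under 0.05 and 1 higher and 3 lower by the methods' t-test. Hnrnpdl, Hnrnpf and Hnrnpk differed in the adult by 0.17, 0.20 and −0.07. The DAVID survey itself was not repeated here.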

GO analysis showed that genes that were significantly upregulated in Plk3-KO retinas were significantly enriched for terms including phosphorylation and kinase-related genes, positive regulation of transcription and RNA processing, cell differentiation and nuclear export. 

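Axon guidance ligands and receptors were the one list here that bears on neurites. In the adult, 48 of these genes had a median log2 difference of −0.08 between Plk3-KO and WT retinas (camera, adjusted p = 0.348), with 0 higher and 3 lower at an unadjusted p under 0.05 in limma, 1 lower by the methods' t-test and 0 called (0 when adjusted over the list alone). At P7 the median was −0.10 (adjusted p = 0.118) and at P0 it was 0.07 (adjusted p = 0.322). Plxna2, Efnb2 and Slit2, the most abundant of them, differed in the adult by 0.53, −0.17 and 0.00. Epha8, a guidance receptor gene on chromosome 4, differed by −0.63 in the adult, −0.90 at P7 and −0.17 at P0, without passing.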

Enriched GO terms for genes downregulated in the absence of Plk3 included ATP-binding, transcriptional regulation, and cell projection or neurite-related genes. Given that Plk3 is a kinase, some of these classes of genes are consistent with expectations and, therefore, warrant further study.

### Effects of Plk3 loss during embryonic stages of retinogenesis

The expression patterns of Plk3 during the mid-embryonic period of retinal development warranted further investigation into the role of Plk3 during this critical period in cell fate determination. First, since we were concerned about possible compensation from other Plk family members, *in situ* hybridization was performed to compare the expression of Plk3 and its family members at E14.5, the peak of Plk3 expression (Fig 8). While we observed the loss of Plk3 at the mRNA level in sections from Plk3-KO retinas (Fig 8A and 8A’), *in situ* hybridizations for other Plk family members did not appear to change significantly upon the loss of Plk3 in any fashion that would indicate compensation (Fig 8B–8D’). Secondly, we examined any changes in the retinal progenitor cell number by staining mitotic progenitors with anti-phospho-histone H3 antibody (Fig 8E and 8E’) and total progenitor cells with Ki67 (data not shown), but found no significant changes in the number of cycling cells using either antibody.

Plk3 expression is strongest at E14.5 and then begins to decrease by E15.5, and is almost completely gone by E16.5 (Fig 1), by which time the effects of its loss may be apparent in retinal development. Therefore, we performed a full survey of the cell types and transcriptome of E16.5 embryonic retinas to determine whether or not Plk3 loss would lead to subtle or transient changes in retinogenesis. *In situ* hybridization was performed on Plk3-KO mice and their littermates to determine changes in progenitor populations (Chx10, S2A and S2A’ Fig), retinal ganglion cells (Sncg, S2B and S2B’ Fig; Brn3b, S2C and S2C’ Fig), developing photoreceptors (Otx2, S2D and S2D’ Fig) and amacrine interneurons (Ap2a, S2E and S2E’ Fig; Ap2b, S2F and S2F’ Fig). While *in situ* hybridization is not a quantitative assay, we did not observe any discernable differences in these developing retinal populations.

To better understand the changes that may result from Plk3 loss in the mid-embryonic retina, including those that would not be apparent from whole tissue sections, transcriptomic analysis of E16.5 retinas was performed (S4 Table). To minimize biological variation, retinas from 3 Plk3-KO and WT littermates were isolated. Among the differentially-expressed genes were the retinitis pigmentosa GTPase regulator interacting protein (Rgrip1), which was highly upregulated in the absence of Plk3 and axon targeting molecules and receptors such as Sema3f, Sema4d, Epha8, and Ephb3 [49] that were downregulated (S8 Table). GO analysis determined that clusters of genes associated with catabolic processes, cell and neurite projection, and phosphorylation were significantly enriched in WT Plk3 mice compared to their Plk3-null littermates at E16.5 (S9 Table). Conversely, genes significantly overexpressed in Plk3-KO mice disproportionally represented clusters of genes associated with ion binding, chromatin organization and regulation, RNA binding and transcriptional processes (S9 Table). Since we failed to observe any changes in dendritic morphology in adult retinas, the repercussions of these changes to the overall retinal function remain unknown.

## Discussion

To try and gain a better understanding of retinal progenitor cell behavior, we examined the single cell transcriptomes of Math5 expressing cells isolated from embryonic mouse retinas [2]. We found that the expression of Polo-like kinase 3 was highly correlated with the expression of Math5 in our single cell data set. Plk3 is a member of the polo-like family of kinases, members of which have been previously shown to play important roles in cell cycle progression [20, 22, 50, 51]. In particular, Plk3 has been hypothesized to work together with Cdc25a to decrease Cyclin E levels post-transcriptionally as a means of regulating progression from G1 to S phase [22, 50]. Plk3 and its related family member Plk2 have also been implicated in non-cell cycle processes including synaptogenesis and the maintenance of neurite integrity [25, 26]. Despite its potential roles in multiple important cellular processes, Plk3 has not yet been characterized in the retina, either by expression or by function. Therefore, when we found that it was one of the most highly correlated genes with Math5 expression in our single cell data, we sought to examine its expression in embryonic retinas and assess its role during retinal development. Surveys of Plk3’s expression in the embryonic retina revealed that this gene was expressed in patterns reminiscent of Math5 expression, with strong expression in a subset of cells at both E12.5 and E14.5. At this point, the expression of Plk3 deviated from that of Math5. Math5 expression is strong at E16.5, while Plk3 expression is confined to the far periphery of the retina. The expression pattern of Plk3 in the early retina was even more reminiscent of markers of developing amacrine cells such as Tcfap2b, Tcfap2d, and Nhlh2, especially at E14.5. Altogether the expression data for Plk3 pointed to possible phenotypes in early-generated retinal neurons, particularly the amacrine cell population.

To better understand the role played by Plk3 in the neural retina, we obtained a Plk3 deficient mouse [23] and performed a thorough morphological and transcriptomic analysis searching for any differences present between Plk3-KO mice and their WT littermates throughout development. To our surprise, no distinctive reproducible morphological changes were observed in adult Plk3-KO mice when compared with their WT littermates. This lack of differences between the Plk3-KO and its WT littermates was consistent across all stages of development examined, both postnatal and embryonic. Although we were initially surprised by the lack of a discernable phenotype, perhaps we should not have been. Studies of mice deficient for members of the Tcfap and Nhlh families of transcription factors also failed to reveal discernable phenotypes or even subtle phenotypes, possibly resulting from functional redundancy among family members [52, 53]. Tcfap2b, Tcfap2d, and Nhlh2 showed very similar expression patterns as Plk3 during retinal development, which may point to all of these genes being involved in the development of the same small population of cells. Redundancy was one hypothesized reason for why phenotypes were not observed in these other knockout mice. The Plk family members exhibit high levels of conservation that could indicate overlapping functionality [21] and all of the family except Plk2 were detected in the developing retina. While we noted no significant changes in the mRNA expression levels of other Plk family members upon loss of Plk3, this observation does not preclude that even small amounts of enzymatic activity from other family members could compensate for the loss of Plk3.

There have been multiple examples of non-phenotypic mice that exhibit genetic robustness; that is, the knocked-out gene carries no observable phenotypic weight as a result of adaptation or as an inherent feature of a genetic pathway with built-in failsafe mechanisms [54]. An additional concern when considering the phenotype of a knockout mouse is the variability in background strain and mechanism of generation of the knockout, including the nature of deleted exons. For instance, while the mouse used in this study was generated with a knockout of exons 1–6, it was not shown to contribute to tumorigenesis [23]. However, another Plk3-KO mouse generated by removal of exons 1–8 did show increased tumor formation in mice of advanced age [55]. Both deletions of the Plk3 gene included the active sites for the protein and should have resulted in a non-functional Plk3 protein (if any protein was produced). However, the possibility remains that the background of the mice or the methods employed to identify a phenotype contributed to either study’s findings as well as those of the current investigation. Perhaps with better markers for different retinal cell subsets, especially amacrine cells, it will be possible in the future, to discern a subtle morphological phenotype, such as the loss of a small subtype of amacrines, in the Plk3 deficient retinas.

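Whether the difference between Plk3-KO and WT retinas itself changed between the adult, P7 and P0 was tested in limma as an interaction. It called 0 of 25085 probe sets, with 252 at an unadjusted p under 0.05 and a smallest adjusted p = 1. Pink1, with differences of −1.17 in the adult and −0.37 at P0, did not pass, and neither did Plk3 or Cap1. Chance alone would bring about 1254.2 probe sets to an unadjusted p under 0.05 here. The methods have no t-test for this comparison.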

Even though we did not observe any reproducible morphological alterations in the Plk3-KO animals, we did observe transcriptomic changes through microarray experiments performed at various time points. It is unclear what these changes mean, as Plk3 is not a transcription factor, but rather a kinase enzyme. However, the alterations in gene expression were observed across multiple biological replicates and were additionally confirmed by qPCR. These changes, especially to the gene Tac1, might be indicative of subtle phenotypes in small populations of amacrine cells and warrant further investigation. Additionally, these array experiments revealed genes that were changed across multiple different timepoints. 

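Among all probe sets above the minimum, the 3 Plk3-KO arrays lay wholly above or below the 3 WT arrays in 1151 in the adult (5.48%), 410 at P7 (1.92%) and 789 at P0 (3.49%). Chance alone gives a share of 10% where no values are equal, and less here, since equal values were counted as overlapping. Plk3, Cap1 and Rp1 were among the adult ones.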

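Tac1, which encodes the precursor of the amacrine cell neuropeptide substance P, was measured by 1416783_at. Its log2 value was 10.80 ± 0.10 (SD, 3 arrays) in adult Plk3-KO retinas and 11.63 ± 0.31 in WT retinas, a difference of −0.83 (standard error 0.375). The Plk3-KO arrays stood at 10.7, 10.9 and 10.8 and the WT arrays at 11.3, 11.7 and 11.9, so that the genotypes did not overlap (exact permutation test, two-sided, p = 0.1). The methods' t-test gave 0.0109, and Tac1 did not pass in limma (adjusted p = 0.978). At P7 both genotypes had a mean of 10.97, and at P0 Tac1 stood at 10.43 ± 0.38 and 10.27 ± 0.59. The interaction between genotype and age was not past the threshold for Tac1.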

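By the methods' t-test at p under 0.05, adult and P7 retinas shared 4 probe sets higher in Plk3-KO retinas, of Cap1, Purb, Riox2 and Zbed3, where 1.03 would be shared by chance (Fisher's exact test, one-sided, p = 0.0199). They shared 5 lower probe sets, Hp1bp3, Pink1 and Trim13 among them, against 2.47 by chance (p = 0.103, Fisher's exact test). Adult and P0 retinas shared 4 higher probe sets, with Plk3, Prkar2a and Twsg1, against 3.00 by chance, and 6 lower, those of Adam15, Med8, Mrps9, Ptprr, Slc35a5 and Tmem35b, against 2.84. P7 and P0 retinas shared Mroh1 and Zfp991 as higher and Ndufs5 and Nos1 as lower. For Zfp991 (1424784_at), Med8, Mrps9, Nos1 and Riox2, among others, a further probe set had the other sign in at least 1 of the 2 ages. Apart from Cap1, Hp1bp3, Pink1, Plk3, Med8, Tmem35b, Zfp991 and Ndufs5, the genes named here were chosen after their values were seen. No probe set had a p under 0.05 at all 3 ages. Of these 6 comparisons, only that of higher probe sets in adult and P7 retinas had a p under 0.05 before adjustment.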

Upon further examination it was noticed that these genes happened to reside on the same chromosome (chromosome 4) as Plk3. It is entirely possible that the changes in expression of these genes are due to the nature of the Plk3 deletion. 

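Among the genes shared between ages by the methods' t-test, Cap1, Hp1bp3, Pink1, Plk3, Med8, Tmem35b, Zfp991 and Ndufs5 lie on chromosome 4. With 1 probe set per gene, 41 of 392 genes at p under 0.05 in the adult lie on that chromosome (10.5%, Fisher's exact test, two-sided, p = 0.000893). At P7 they were 27 of 138 genes (19.6%, Fisher's exact test, p = 7.87e-08), and at P0 they were 15 of 225 (6.67%, Fisher's exact test, p = 0.781). Purb, Riox2, Prkar2a, Twsg1 and Adam15 are shared genes of other chromosomes, chosen after their values were seen.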

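Placed by the order of genes on chromosome 4 of GRCm38.p6, Ppt1 and Cap1 are the 61st and 62nd genes of the array after Plk3, Ndufs5 is the 74th, Tmem35b the 124th, Pink1 the 303rd and Vamp3 the 445th. Counted as negative before Plk3, Pgm1 lies at −135, Cyp2j13 at −154 and Chd7 at −532. Of the 24 genes at an unadjusted p under 0.01, 1 lies within 50 genes of Plk3 (Fisher's exact test against the rest of the chromosome, two-sided, p = 0.713), which is Plk3 itself, 5 lie within 100 genes (p = 0.787) and 14 lie within 200 genes (p = 0.0324, or 0.0971 adjusted over the 3 windows). Each gene was counted on its probe set with the highest mean. This leaves out Med8, the 18th gene after Plk3, whose 1442417_at had an unadjusted p = 1.745e-05 in limma over the 3 ages. Khdrbs1 (1438462_x_at), Hp1bp3 (1439845_at) and Zfp991 (1451477_at), also on chromosome 4, were left out in the same way. Of the 24 genes, 3 are among the 378 tested genes before Plk3 and 20 among the 373 after it (Fisher's exact test, p = 0.000209), a comparison chosen after the values were seen, as were Ppt1, Vamp3 and Pgm1 as genes to name. Of the 20 genes after Plk3, 3 were higher and 17 were lower in Plk3-KO retinas.

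**Figure D2:**
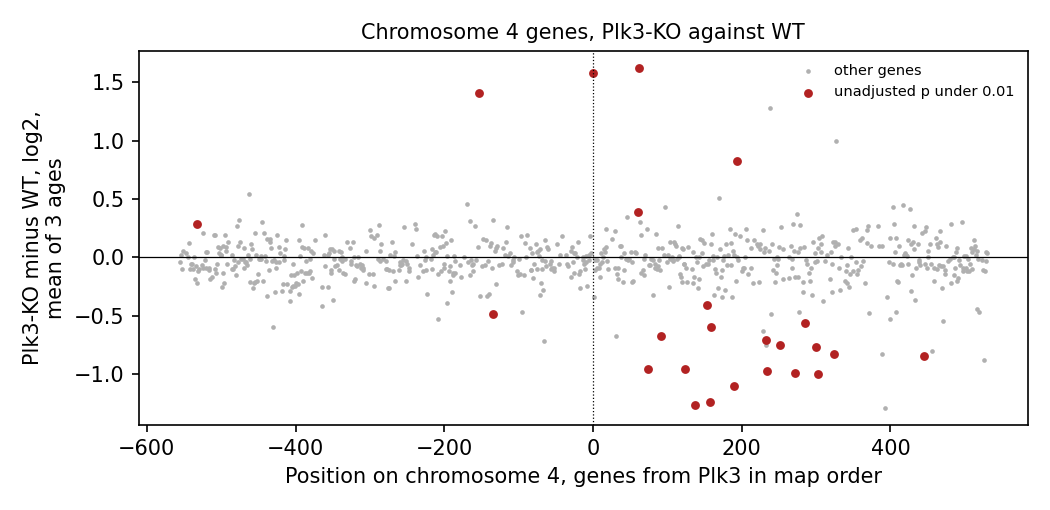
Mean log2 difference between Plk3-KO and WT retinas over the 3 ages for each tested gene of chromosome 4, against its place in genes from Plk3 in map order. Red points are the 24 genes at an unadjusted p under 0.01, grey points the other genes, and the dotted line marks Plk3; most red points lie after Plk3 and below 0.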

Surprisingly, these genes do not all lie in close proximity to Plk3 itself so the nature of how the deletion affected their expression is unclear. Taken together though, these observations serve as a potential caution for future studies assessing transcriptomic changes in knockout animals of this nature.

## Supporting Information

S1 Fig *In situ* hybridization of adult Plk3-KO retinas. *In situ* hybridization was employed to determine the effects of Plk3-deficiency on adult retinal cells. Probes staining short-wave cones (Opn1sw, A, A’), rod bipolar cells (Sebox, B, B’), horizontal cells (Septin 4, C, C’), Müller glia (Vimentin, D, D’), glycinergic amacrine cells (Slc6a9, E, E’) or GABAergic amacrine cells (Gad1, D,D’) were utilized. Scale bars represent 100 μm.
(TIF) Click here for additional data file.

S2 Fig Examination of expression patterns in E16.5 Plk3 deficient retinas. *In situ* hybridization was employed to determine any effects of Plk3-deficiency present at E16.5. The probes used were Chx10 [A,A’] (progenitor cells), Synuclein gamma [Sncg](RGCs) [B,B’], Brn3b (RGCs) [C,C’], Otx2 (developing photoreceptors) [D,D’], Ap2a (ACs) [E,E’], and Ap2b (ACs) [F,F’]. Scale bars represent 100 μm.
(TIF) Click here for additional data file.

S1 Table Adult array data. Affymetrix array data for n = 3 adult Plk3 deficient retinas and n = 3 corresponding wildtype littermate control retinas. The data was extracted from the cel files using the Affy R package developed by Bioconductor [49]. After background adjustment and normalization using Mas5, the data were log(2) transformed.
(XLSX) Click here for additional data file.

S2 Table P7 array data. Affymetrix array data for n = 3 P7 Plk3 deficient retinas and n = 3 corresponding wildtype littermate control retinas. The data was extracted from the cel files using the Affy R package developed by Bioconductor [49]. After background adjustment and normalization using Mas5, the data were log(2) transformed.
(XLSX) Click here for additional data file.

S3 Table P0 array data. Affymetrix array data for n = 3 P0 Plk3 deficient retinas and n = 3 corresponding wildtype littermate control retinas. The data was extracted from the cel files using the Affy R package developed by Bioconductor [49]. After background adjustment and normalization using Mas5, the data were log(2) transformed.
(XLSX) Click here for additional data file.

S4 Table E16.5 array data. Affymetrix array data for n = 3 E16.5 Plk3 deficient retinas and n = 3 corresponding wildtype littermate control retinas. The data was extracted from the cel files using the Affy R package developed by Bioconductor [49]. After background adjustment and normalization using Mas5, the data were log(2) transformed.
(XLSX) Click here for additional data file.

S5 Table Differentially expressed genes from adult WT and Plk3-KO retinas. To be considered for differential expression analysis, the log(2) transformed mean of either n = 3 WT or n = 3 KO expression values must have exceeded 7 to indicate overall expression in either genotype. A two-tailed t-test that resulted in p-values of less than 0.05 was used to indicate significant differential expression.
(XLSX) Click here for additional data file.

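S5 Table lists the adult probe sets below the threshold of the t-test. Of its 680 probe sets, 598 (87.9%) also had p under 0.05 in the methods' t-test as run here on the deposited log2 values, among them those of Plk3 and Med8. Here 286 adult probe sets were higher in Plk3-KO retinas and 374 were lower. The deposited values carry 1 decimal.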

S6 Table Differentially expressed genes from P7 WT and Plk3-KO retinas. To be considered for differential expression analysis, the log(2) transformed mean of either n = 3 WT or n = 3 KO expression values must have exceeded 7 to indicate overall expression in either genotype. A two-tailed t-test that resulted in p-values of less than 0.05 was used to indicate significant differential expression.
(XLSX) Click here for additional data file.

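S6 Table lists the corresponding probe sets of P7 retinas. Of its 265 probe sets, 215 (81.1%) had p under 0.05 in the methods' t-test as run here, where 86 probe sets were higher in Plk3-KO retinas and 164 were lower. Among named genes, Pink1 and Ndufs5 had the smallest p in limma at this age, and the methods' t-test gave 0.00013 and 0.000379 for them.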

S7 Table Differentially expressed genes from P0 WT and Plk3-KO retinas. To be considered for differential expression analysis, the log(2) transformed mean of either n = 3 WT or n = 3 KO expression values must have exceeded 7 to indicate overall expression in either genotype. A two-tailed t-test that resulted in p-values of less than 0.05 was used to indicate significant differential expression.
(XLSX) Click here for additional data file.

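S7 Table lists the corresponding probe sets of P0 retinas. Of its 539 probe sets, 422 (78.3%) had p under 0.05 in the methods' t-test as run here, where 258 probe sets were higher in Plk3-KO retinas and 245 were lower. For Plk3 at P0 that test gave 0.0362, and for Med8 it gave 0.0218.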

S8 Table Differentially expressed genes from E16.5 WT and Plk3-KO retinas. To be considered for differential expression analysis, the log(2) transformed mean of either n = 3 WT or n = 3 KO expression values must have exceeded 7 to indicate overall expression in either genotype. A two-tailed t-test that resulted in p-values of less than 0.05 was used to indicate significant differential expression.
(XLSX) Click here for additional data file.

S9 Table Gene ontology (GO) term enrichment for upregulated genes in the WT and Plk3-KO retinas at each of the stages profiled. GO term enrichment was performed with DAVID (http://david.abcc.ncifcrf.gov/) using default parameters. The p-values are reported as computed by DAVID.
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

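The values analysed are the authors' deposited log2 MAS5 signals of Affymetrix Mouse Genome 430 2.0 arrays, 45101 probe sets on 18 arrays, given with 1 decimal and ranging from −5.10 to 19.2. The MAS5 version is not stated. The number of the deposited series differs from the one that the paper cites. No normalization was added. The genome build of the probe annotation is not given in the sources used here. Each array was mapped to its age, genotype and replicate by its label, and the adult, P7 and P0 arrays were used. The E16.5 arrays were not analysed here, and no qPCR values were used.

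The 64 control probe sets were left out. Probe sets carry 1 gene symbol in 34958 cases, several in 932 and none in 9211, and 34754 were matched by gene ID to the gene table of GRCm38.p6, which was used only for names, chromosomes and the order of genes. The 18193 genes on the array include 1087 of chromosome 4. Where 1 probe set per gene was needed, the one with the highest mean over all arrays was taken.

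In each age, the probe sets tested were those with a mean above 7 in WT or Plk3-KO retinas, and the comparison over ages took those above it at any age. R 4.3.3 with limma 3.58.1 and statmod 1.5.0 was used. A linear model with 1 mean per age and genotype (12 residual degrees of freedom) was fitted to the 18 arrays, with moderation of the variances along the mean (4.07 prior degrees of freedom). Contrasts were Plk3-KO minus WT at each age, their mean over the ages, their difference between ages and WT adult minus WT P0. Benjamini-Hochberg adjustment was applied within each contrast, at a threshold of 0.05. The t-test of the methods was run beside it with a pooled variance, a choice that the paper does not state. Exact permutation tests were run on single genes. Replicate numbers were not treated as pairs, since the labels name no litters shared by a Plk3-KO and a WT array and arrays of equal number correlated best in the adult but not throughout at P7 and P0. Blocks by replicate number, and blocks with the P7 arrays paired by their correlation, were run as alternatives.

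Gene lists were written before the values were opened, for rod and cone photoreceptors, bipolar, amacrine, horizontal and ganglion cells, Müller glia, astrocytes, microglia, vascular cells, pigment epithelium, lens, red blood cells, retinal progenitors, the G1/S and G2/M cell cycle, gliosis and retinal stress, heat shock, immediate early genes, p53 targets, other polo-like kinases, protein kinases, RNA binding and splicing, axon guidance, actin dynamics and the Mediator complex. They were tested with camera at a preset correlation of 0.01, with an estimated correlation, and with fry. Several genes of the cell-type lists are expressed by more than 1 retinal cell type.

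The genes named are each gene the paper names for these arrays, the 5 genes with the smallest p of each contrast and the 3 genes with the highest mean of each list. Genes named outside this rule are said to have been chosen after their values were seen. The values of the probe sets at the head of the paper's expression tables, and the p values in its lists of changed genes, had been seen beforehand. The number of arrays limits the precision.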

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

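The tests of a dosage change, a segment around Plk3, array scaling and sequence variants on chromosome 4, the splits for its count and its share of genes, and the tests on adult Plk3-KO array 3 were chosen only after the results were seen, while the tests on adult WT array 3 were set before. With the adjustment taken over the genes of chromosome 4 alone, a step also chosen after the values were seen, 7 genes passed over the 3 ages, and 5 of them are genes that the paper does not discuss. Ndufs5 differed by −0.96 between Plk3-KO and WT retinas (adjusted p = 0.00679 in limma), Tmem35b by −0.96 (adjusted p = 0.0205), 1700086P04Rik by −1.27 (adjusted p = 0.0240), Pink1 by −1.0 (adjusted p = 0.0322) and Clic4 by −0.76 (adjusted p = 0.0482). The others were Cap1 and Plk3. Each drew attention as a difference in genes outside those the paper discusses in its text, though its tables can list them. Over all probe sets none of them passed. 1700086P04Rik lay below the minimum of 7 in both genotypes at P7 and P0, and in adult Plk3-KO retinas, so its size is not firm.

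The first pattern is the surplus of chromosome 4 genes, 24 at an unadjusted p under 0.01 over the 3 ages. A one-way dosage change of the whole chromosome is argued against, since the median of its genes differed from that of the others by −0.011, and array scaling is argued against as well, since 21 chromosome 4 genes were at p under 0.01 after quantile normalization. Of 100 splits of the arrays within ages, the real one included, 6 gave as many chromosome 4 genes (real 24, highest other 66), so that chance is not excluded for the count, but 1, the real one, gave as large a surplus (−log10 of Fisher's p 20.29, highest other 4.35), so that chance is excluded for the surplus. A segment around Plk3 that differs between the genotypes may have stayed linked to the targeted allele through the crosses to C57Bl/6. Group means cannot tell it apart from an effect of the deletion, since in them both go with the genotype. Fisher's exact test gave p = 0.0324 for the genes within 200 of Plk3 (0.0971 over the 3 windows). Single arrays went both ways. On P0 Plk3-KO array 3, Khdrbs1 (1438462_x_at) stood at 13.0 and Hp1bp3 at 9.4, not below the P0 WT arrays. Ndufs5 at 10.8 and Med8 (1442417_at) at 6.3 lay below all P0 WT arrays. Whether single arrays separate these explanations was not tested. Sequence variants under single probe sets cannot be told apart either, since of 11 genes with a further probe set that could be tested 2, Cap1 and Pink1, had another one of the same sign at p under 0.05, against 1 of 3 such genes of the other chromosomes, too few to compare (Fisher's exact test, p = 1).

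The second pattern is adult Plk3-KO array 3, which lay apart from the other adult arrays. Loss of Plk3 on its own is argued against, since Plk3-KO arrays 1 and 2, which lack Plk3 as well, had mean correlations of 0.927 and 0.934 with the adult WT arrays and array 3 one of 0.826, lower by 0.101 than the lower of them, a test that replaced 2 earlier ones which decided nothing. A dim array scaled up may explain it, as its hybridization controls lay 2.38 above the highest other adult array. RNA quality may do so as well, as its actin 3' minus 5' difference lay 0.90 above the highest other adult array, and these remain open together.

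The third pattern is the set of 105 probe sets called in the adult without adult WT array 3. A P7 retina on that array is argued against, since its rod list mean lay 1.27 above the highest P7 array. Its maturation score was 5.27, against at most 1.53 at P7. That array was among those that chose the genes of the score, so the score is not independent of it. The correlations of the array go both ways. They were 0.935 and 0.891 with adult Plk3-KO arrays 2 and 3 and 0.864 to 0.882 with the other adult arrays. With 4 P7 arrays they were 0.887 to 0.892, and with the remaining P7 arrays 0.837 and 0.854. A mixed sample was not tested. Tissue other than retina is argued against too, since of the lens, pigment, red blood cell and vascular lists the largest excess over the highest other adult array was 0.08, for vascular genes, with −2.65 for lens, −1.43 for pigment and −0.40 for red blood cells. What sets the array apart remains open, and a difference between the animals was not tested.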

How the results depend on the processing

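The tests with the 4 arrays that stand apart left out, with a per-age fit on quantile-normalized values, with adjustment over chromosome 4 alone, with Xist or the actin 3' minus 5' difference as a covariate, with the P7 arrays paired by correlation and of chromosome 4 at p under 0.01 were chosen only after the results were seen. With 3 arrays per group, a log2 difference of 1 in the adult was called in only 25.8% of simulated probe sets, and how far each signal lies above background was not used here. No probe set was called in limma between genotypes at any age, over the ages or in the interaction with a per-age fit, without the trend, with a robust trend, with median centring, with no filter on the mean, with a mean above 9, with 1 probe set per gene, with chromosome 4 left out, with the replicate block, or at any age or over the ages with the P7 arrays paired by correlation or with Xist (in the adult 430 to 2775 at an unadjusted p under 0.05), and the methods' t-test with adjustment called 0 at each age. Whether replicate numbers mark pairs stays open, and the P7 arrays 2 and 3 of both genotypes stand in swapped order in S2 Table against their labels, which were used. Arrays of equal number had residual correlations of 0.489, 0.098 and 0.544 in the adult, the best for each Plk3-KO array, 0.379, −0.485 and −0.610 at P7, where Plk3-KO array 2 went with WT array 3 (0.604) and Plk3-KO array 3 with WT array 2 (0.626), and 0.188, −0.058 and 0.104 at P0. With the actin difference as a covariate, 5 probe sets were called over all ages and 0 at each age. With arrayWeights, whose estimate did not converge, limma called 1452 probe sets in the adult, 24 at P7, 3 at P0, 82 over all ages and 163 in the interaction, 10 of them at more than 1 age, with Plk3 at 3.52 in the adult and 2.15 over all ages. The methods' t-test without adjustment called 660, 250 and 503 in the adult, at P7 and at P0, 23 of them at more than 1 age, with 41, 27 and 15 genes on chromosome 4 and 8, 8 and 3 of them near Plk3. Quantile normalization called 2 over all ages, Ndufs5 and Med8, or, with 1 probe set per gene, 1 on chromosome 4 and 1 near Plk3, and 0 gene lists over all ages, and with a per-age fit it called 2. Without the 4 arrays that stand apart, 338 were called in the adult and 16 over all ages. Over chromosome 4 alone 7 genes passed, and at an unadjusted p under 0.01 there were 24, of which 5 near Plk3. With 1 probe set per gene, WT adult against WT P0 called 6293. Gene lists called in the adult, at P7 and over all ages fell to 0 with an estimated correlation and with fry. Leaving out each array in turn gave 0 to 105 in the adult (105 without adult WT array 3, 4 without adult Plk3-KO array 2), 0 to 1 at P7 (Aldh4a1, without P7 WT array 2), 0 to 1 at P0 (Lyve1, without P0 WT array 1), 0 to 3 over all ages (2 without adult Plk3-KO array 2, 3 without adult Plk3-KO array 3, 2 without adult WT array 3, 1 without P0 WT array 3), 0 to 3 in the interaction (3 without adult Plk3-KO array 2), 0 to 1 for chromosome 4 and for genes near Plk3, 0 to 7 gene lists in the adult, 1 to 5 at P7, 0 to 8 at P0 and 0 to 6 over all ages, and a maturation difference at P7 of −0.12 to 0.49, where −0.12 came without P7 WT array 3. The cause was not tested. Aldh4a1 and Lyve1 were chosen after their values were seen. Of the values of single named genes, 428 kept their direction and their side of the threshold, 26 kept their direction and moved past it, and 4, none of them called, changed sign, those of Tfap2c in the adult (−0.08 with arrayWeights and −0.07 at the lowest with 1 array left out, from 0.30) and of Plk1 over all ages (−0.08 and −0.12, from 0.01).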

Differences from the paper's values

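The tests compared here were set before the values were seen, except the arrays left out together, the actin covariate, the per-age fit on quantile-normalized values and the adjustment over chromosome 4 alone. The paper's S5 Table holds 680 probe sets as the paper's count in the adult, where limma called 0 at an adjusted p under 0.05. The paper's S6 Table holds 265 for P7, and the paper's S7 Table holds 539 for P0, where limma called 0 and 0. The thresholds differ, since the paper's is an unadjusted p under 0.05. Of the alternatives set before the data were examined, the methods' t-test without adjustment came within the range of the paper's counts, at 660, 250 and 503. The others did not, with 0 for most of them, 1452, 24 and 3 with arrayWeights, 105 and 4 in the adult without adult WT array 3 and without adult Plk3-KO array 2, 1 at P7 without P7 WT array 2 and 1 at P0 without P0 WT array 1.

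For single genes the p of the methods' t-test was compared with the paper's in 22 cases, and it lay within 1.5 times the paper's in 16, those of Plk3, Tac1, Rp1, Cap1, Vim and Med8 among them. One of these, for Mef2c on 1424852_at, is 0.0467 in the paper and was 0.0508 here, on the other side of 0.05. It differed by more in 6, and no alternative applies to these. The paper's p is 0.000811 for Nrarp in the adult and here it was 0.00219. For Car8 the paper's is 0.00255 and here it was 0.00147, for Ttyh1 the paper's is 0.00741 and here it was 0.00211, for Sebox the paper's is 0.0251 and here it was 0.0160, and for Rp1l1 the paper's is 0.0479 and here it was 0.0283. For Plk4 at P0 the paper's is 0.0348 and here it was 0.116.

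The paper states that Khdrbs1 was upregulated and cites S6 and S7 Tables, neither of which holds it, so that it is open which value is meant. S5 Table holds 1438462_x_at alone, where the t-test gave 0.0122 in the paper and 0.0119 here. Here its values over the 3 ages were lower in Plk3-KO retinas on 1438462_x_at (−2.82), 1434541_x_at (−0.32), 1418630_at (−0.47) and 1418629_a_at (−0.23). They were higher on 1437389_x_at (0.34) and 1418628_at (0.12), with 1438461_at higher by 2.27 in the adult below the minimum. None of them was called, and 1418630_at lay below the minimum in the adult and at P7. With arrayWeights limma called 1438462_x_at as lower in the adult (−3.71), at P7 (−3.88) and over the 3 ages (−3.59). The paper states that Cap1 was upregulated at all postnatal ages. Here the methods' t-test gave 0.0173 in the adult, 0.0183 at P7 and 0.0720 at P0, with the mean higher at each age. The paper's own list for P0, S7 Table, does not hold Cap1 either. Limma called it with arrayWeights in the adult (1.41), at P7 (1.70), at P0 (2.17) and over the 3 ages (1.76), and over the 3 ages without P0 WT array 3 (1.83). The paper states that several genes were changed at all 3 ages. Here no probe set was past the methods' t-test at all 3 ages. The paper counts Plk3 among the genes most increased. Here its difference was 2.50 in the adult, 1.20 at P7 and 1.03 at P0, with a mean of 1.58 over the 3 ages. At P7 the genotypes overlapped, and the methods' t-test gave 0.125. The paper's own list for P7, S6 Table, does not hold Plk3. Limma called Plk3 with arrayWeights in the adult (3.52, adjusted p = 0.00174) and over all ages (2.15, adjusted p = 0.000184). The adult value rests largely on adult WT array 2, at 3.9. The paper places Med8 among the strongly downregulated genes. Here 1442417_at differed by −1.87 over the 3 ages and 1431423_a_at by 0.09, and limma called the first after quantile normalization (−1.91), with arrayWeights (−2.32, and −2.54 in the adult) and without adult Plk3-KO array 3 (−2.04). Of the adult marker genes that the paper calls, limma called Casz1 (0.79), Rp1l1 (0.83) and Vim (−0.59) with arrayWeights. Tfap2c is given as lower in the adult. Here 1418147_at, the probe set in S5 Table, was lower too, with a difference of −0.43 and 0.0255 by the methods' t-test (0.0295 in the paper), and 1448977_at differed by −1.30, while the probe set with the highest mean differed by 0.30 (−0.08 with arrayWeights).

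Some settings chosen after the values were seen also called genes that the paper calls. Without the 4 arrays that stand apart, limma called Plk3 (2.80), Rp1l1 (0.85) and Casz1 (0.80) in the adult and Plk3 (1.86), Cap1 on 1417462_at (1.91) and Med8 (−2.17) over the 3 ages, with Khdrbs1 1438462_x_at as lower in both. With the actin 3' minus 5' difference as a covariate it called Cap1 over the 3 ages (1.83) and 1438462_x_at as lower (−3.26), with a per-age fit on quantile-normalized values Med8 (−1.91), and over chromosome 4 alone Plk3 and Cap1.

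Of the 680 entries of S8 Table, which is given for E16.5, all 680 are identical to those of S5 Table in the copy used here.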

Other observations

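The tests of the other splits in this part were set before the results were seen, and the comparison of single arrays for Khdrbs1, lens genes and Xist was chosen only after. Between P0 and the adult, WT retinas changed widely. Limma called 11706 probe sets, 5203 higher and 6503 lower in the adult, with 13654 at an unadjusted p under 0.05. All 25 rod photoreceptor genes were higher in the adult (median 5.80, camera, adjusted p = 2e-20, with an estimated correlation 0.0139; 25 when adjusted over the list alone), with Sag at 4.27, Nrl at 3.07 and Pdc at 2.47. All 19 G2/M genes were lower (median −5.87, adjusted p = 1.05e-17, with an estimated correlation 0.00776; 19 when adjusted over the list alone). Only 3 of the G2/M genes lay above the minimum of 7 in the adult, and only 17 of the rod genes at P0, so the sizes of these medians are not firm. Of 26 G1/S genes 23 were lower and 1 was higher (24 when adjusted over the list alone), and of 12 progenitor genes 11 were lower (12 when adjusted over the list alone).

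Bipolar cell genes were higher in adult WT retinas in 11 of 13 cases (12 when adjusted over the list alone), with Pcp2 at 5.27, and cone genes in 7 of 9 (7 when adjusted over the list alone). Amacrine cell genes were higher in 13 and lower in 3 of 21 cases (16 when adjusted over the list alone), and Müller glial genes in 12 and 4 of 19 (16 when adjusted over the list alone), with Glul at 1.90. Of 58 axon guidance genes 5 were higher and 29 lower (35 when adjusted over the list alone). Of the other polo-like kinases, Plk4 fell by 4.03 and Plk2 rose by 1.30 from P0 to the adult in WT retinas. Plk1 was lower in the adult, at 6.73 against 10.10, and Plk5 was lower at P0, at 5.70 against 11.00, in both cases with 1 age below the minimum of 7. Between genotypes over the 3 ages Plk1 differed by 0.01, Plk2 by −0.22, Plk4 by −0.27 and Plk5 by −0.32, and none passed.

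In adult Plk3-KO against WT retinas, the remaining lists were not called. The adjusted p from camera was 0.834 for astrocytes, 0.902 for the G1/S cell cycle, 0.504 for the G2/M cell cycle, 0.722 for gliosis and retinal stress, 0.915 for heat shock, 0.821 for horizontal cells, 0.147 for immediate early genes, 0.101 for lens, 0.17 for microglia, 0.348 for other polo-like kinases, 0.902 for p53 targets, 0.17 for pigment epithelium, 0.348 for progenitors and 0.573 for vascular cells. The red blood cell list held too few tested genes and was read only per array.

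Lens genes varied between arrays of the same group. Their mean was 9.49, 6.15 and 10.65 on the adult Plk3-KO arrays and 9.94, 11.94 and 9.29 on the WT arrays, and at P0 it was 11.52, 12.77 and 6.81 on the Plk3-KO arrays and 8.99, 4.73 and 14.1 on the WT arrays. At P7 it lay between 4.77 and 5.77. Xist stood at 12.1, 13.3 and 5.9 on the adult Plk3-KO arrays and 6.3, 11.7 and 7.0 on the WT arrays, and at P7 at 14.1, 5.2 and 6.1 against 6.3, 5.5 and 14.8. At P0 it stood at 14.0, 14.4 and 14.1 on the Plk3-KO arrays and at 14.3, 5.8 and 14.2 on the WT arrays. The probe set 1438462_x_at of Khdrbs1 stood at 8.3, 11.7 and 7.8 on the P7 Plk3-KO arrays and at 12.3, 12.0 and 12.7 on the WT arrays, and at P0 at 9.1, 9.1 and 13.0 against 12.7, 12.9 and 12.8.

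A score of maturation at P7, from genes that differ between adult and P0 WT retinas, was higher by 0.21 in Plk3-KO retinas (exact permutation test, two-sided, p = 0.8). Without P7 WT array 3 it was −0.12.

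Other splits of the arrays into groups of 3 were too few at each age for a share under 0.05. In the adult, 7 of 10 splits had as many probe sets at an unadjusted p under 0.05 in limma (real 1008, highest other 5902), 7 of 10 in the methods' t-test (660, highest other 4151) and 4 of 10 with arrayWeights calls (1452, highest other 7282). At P7 they were 7 of 10 in limma (68 higher and 55 lower, highest other 4036) and 7 of 10 in the t-test (250, highest other 1860), and at P0 they were 9 of 10 (85, highest other 710) and 10 of 10 (503, highest other 2238). One adult split, of Plk3-KO array 1 with WT arrays 1 and 2 against the rest, called 2715 probe sets, which points to a structure of the samples other than genotype. Over all ages 88 of 100 splits gave as many (396, highest other 7685) and in the interaction 98 of 100 (252, highest other 7583), so that chance is not excluded for either. For WT adult against WT P0, 1 of 10 splits, the real one, gave as many calls (11552, highest other 0), and these splits too are too few.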
